# The culture microenvironment of juvenile idiopathic arthritis synovial fibroblasts is favorable for endochondral bone formation through BMP4 and repressed by chondrocytes

**DOI:** 10.1186/s12969-021-00556-8

**Published:** 2021-05-12

**Authors:** Megan M. Simonds, Amanda R. Schlefman, Suzanne M. McCahan, Kathleen E. Sullivan, Carlos D. Rose, Anne Marie C. Brescia

**Keywords:** Fibroblast, Synoviocyte, Chondrocyte, TGFβ, BMP4, BMP antagonists, Hypertrophy, Growth disturbances, Endochondral bone formation, Juvenile idiopathic arthritis

## Abstract

**Background:**

We examined influences of conditioned media from chondrocytes (Ch) on juvenile idiopathic arthritis synovial fibroblasts (JFLS) and potential for JFLS to undergo endochondral bone formation (EBF).

**Methods:**

Primary cells from three control fibroblast-like synoviocytes (CFLS) and three JFLS were cultured in Ch-conditioned media and compared with untreated fibroblast-like synoviocytes (FLS). RNA was analyzed by ClariomS microarray. FLS cells cultured in conditioned media were exposed to either TGFBR1 inhibitor LY3200882 or exogenous BMP4 and compared with FLS cultured in conditioned media from Ch (JFLS-Ch). Media supernatants were analyzed by ELISA.

**Results:**

In culture, JFLS downregulate BMP2 and its receptor BMPR1a while upregulating BMP antagonists (NOG and CHRD) and express genes (MMP9, PCNA, MMP12) and proteins (COL2, COLX, COMP) associated with chondrocytes. Important TGFβ superfamily member gene expression (TGFBI, MMP9, COL1A1, SOX6, and MMP2) is downregulated when JFLS are cultured in Ch-conditioned media. COL2, COLX and COMP protein expression decreases in JFLS-Ch. BMP antagonist protein (NOG, CHRD, GREM, and FST) secretion is significantly increased in JFLS-Ch. Protein phosphorylation increases in JFLS-Ch exposed to exogenous BMP4, and chondrocyte-like phenotype is restored in BMP4 presence, evidenced by increased secretion of COL2 and COLX. Inhibition of TGFBR1 in JFLS-Ch results in overexpression of COL2.

**Conclusions:**

JFLS are chondrocyte-like, and Ch-conditioned media can abrogate this phenotype. The addition of exogenous BMP4 causes JFLS-Ch to restore this chondrocyte-like phenotype, suggesting that JFLS create a microenvironment favorable for endochondral bone formation, thereby contributing to joint growth disturbances in juvenile idiopathic arthritis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12969-021-00556-8.

## Background

Juvenile idiopathic arthritis (JIA) is the most common rheumatic disease in children with an increased risk of joint destruction leading to disability in more severe subtypes [1, 2]. In particular, children suffering from JIA have accelerated bone growth in affected joints. While this bony overgrowth has been associated with increased production of proinflammatory cytokines, which may influence growth through a local effect in the growth plates of long bones, little is known about how cell types in the affected joint and growth-signaling pathways contribute to this abnormal bony overgrowth [3].

While we have shown previously that there is evidence that fibroblast-like synoviocytes (FLS) play a critical role as gatekeepers and mediators of inflammatory response in JIA [4], it is likely that these cells also play a role in joint growth disturbances seen in the progression of this disease. Here, we examine the interaction between JIA FLS (JFLS) and chondrocytes (Ch) because not only are Ch a prominent cell type in the joint, these cells are also widely accepted as playing a critical role in new bone growth through the process of endochondral bone formation (EBF) [5, 6].

During EBF, cartilage located at the growth plate of the long bone progresses from immature to mature and eventually provides the scaffolding for new bone to form. Specifically, Ch proliferate, hypertrophy, and undergo apoptosis, leaving behind a matrix for osteoblasts to invade [7, 8].

Bone morphogenetic proteins (BMPs) are part of the larger TGFβ superfamily. Ch produce many TGFβ and BMP ligands. During EBF, TGFβ causes Ch to proliferate but not mature, while BMPs drive Ch differentiation to hypertrophic chondrocytes (HCh) as evidenced by collagen X (COLX) and bone-derived alkaline phosphatase (ALP) expression [8].

In this study, we propose that JFLS transform into a phenotype capable of creating a microenvironment favorable for EBF. In addition to determining the influence normal Ch have on diseased FLS, we also examined intracellular signaling in the TGFβ/BMP pathway and how it regulates the HCh-like phenotype of JFLS in culture.

## Methods

### Selection of samples

Synovial fluid samples were obtained from our Institutional Review Board-approved repository. Patients who underwent clinically indicated arthrocentesis were offered inclusion into the repository, and informed consent was obtained. We selected primary cells from three subjects with persistent oligoarticular JIA, who had no prior steroid injections and were on nonsteroidal anti-inflammatory drugs (NSAIDs). We procured three normal primary human chondrocyte cell samples (402 K-05a) and three normal primary human FLS cell samples from Cell Applications, Inc. (408 K-05a). All purchased primary cells were from individual donors.

### FLS-conditioned media

To obtain conditioned media, three Ch samples were grown to confluence. Media was freshly replaced, and cells were incubated an additional 48 H*. media* from all three Ch samples were pooled and used as Ch-conditioned media. Three CFLS and three JFLS cell samples were grown until confluence then washed with PBS, trypsinized, and resuspended in the pooled Ch-conditioned media or normal FLS growth media as a control. Cell culture supernatants and cell pellet lysates were collected at 6 and 24 h after exposure to Ch-conditioned media.

### Inhibition of TGFβ

Three CFLS and three JFLS samples were grown until confluence then washed with PBS and trypsinized, and each sample was resuspended in the pooled Ch-conditioned media. After plating in 6-well plates, cells were incubated in Ch-conditioned media for 24 H*. media* was then aspirated, and Ch-conditioned media containing 100 mg of transforming growth factor-β receptor type 1 (TGFBR1) inhibitor LY3200882 (SelleckChem S8772) was added to each well. This was calculated using the datasheet provided by the manufacturer. Cell culture supernatants and cell pellet lysates were collected at 6 and 24 h after treatment.

### Addition of exogenous BMP4

Three CFLS and three JFLS samples were grown until confluence then washed with PBS and trypsinized, and each sample was resuspended in the pooled Ch-conditioned media. After plating in 6-well plates, cells were incubated in Ch-conditioned media for 24 H*. media* was then aspirated, and Ch-conditioned media containing 1000 ng/ml of BMP4 (R&D 314-BP) was added to each well [9]. Cell culture supernatants and cell pellet lysates were collected at 6 and 24 h after treatment.

### Enzyme-linked immunosorbent assay

Protein concentrations from cell culture supernatants were measured using Bradford assay. ELISA kits from LifeSpan Biosciences, Inc. were used to detect gremlin (LS-F21084), noggin (LS-F24239), collagen II (LS-F26824), and collagen X (LS-F13131). ELISA kits from Raybiotech Inc. were used to detect follistatin (ELH-FOLLISTATIN) and chordin (ELH-CHRDL). Alkaline Phosphatase Assay Kit was purchased from Abcam Inc. and performed according to the manufacturer’s protocol (ab83369).

### Phosphorylation antibody arrays

Human TGFβ Pathway Phosphorylation Arrays (AAH-TGFB-1) were performed on cell lysates according to the manufacturer’s protocol. Changes in phosphorylation were measured using ‘Integrated Density’ through ImageJ.

### GeneChip whole transcriptome expression analysis

Arrays were processed following the standard Affymetrix protocol [10]. Gene expression was determined using the SST-RMA algorithm in Expression Console (Affymetrix).

### Data analysis

LIMMA analysis was performed using the R package, limma [11], to determine differentially expressed genes between FLS cultured in different conditions with 1% FDR considered as significant. Gene expression of CFLS cultured for 6 h was compared with that of CFLS-Ch cultured for 6 h. Gene expression of JFLS cultured for 6 h was compare with that of JFLS-Ch cultured for 24 h. The 277 differentially expressed genes with a 1% FDR were input into Ingenuity Pathway Analysis and top pathways, networks, and analysis molecules were analyzed. From the IPA analysis we generated curated lists of genes of interest. Ratios comparing 24-h to 6-h time points were calculated using linear intensity for each sample for CFLS, JFLS, CFLS-Ch, and JFLS-Ch. Specifically, we used values created from RMA and performed an anti-log transformation to obtain the linear intensity. Each linear intensity value was normalized to GAPDH. Fold changes were calculated by dividing intensity values at 24-h from values at 6-h. Using excel, we calculated the log value for each of these ratios to distinguish whether gene expression was increasing or decreasing. Changes over time were graphed, standard deviation and t-tests were calculated using Excel. We used t-tests to determine statistical significance.

For all ELISA, each biological replicate was plated in triplicate. Optical density readings were converted to pg/ml using standard curves. Total protein measurements were plotted after 24 h in culture, and t-tests were used to determine statistical differences between two groups.

For phosphorylation antibody arrays, the integrated density of each dot was measured by outlining it and using the Analyze/Measure command in ImageJ. After background correction, profile plots were obtained for each row of dots (Analyze/Plot Profile). “Integrated Density” was enabled to create a circular selection that was dragged over the dots, and intensity was measured. Data were exported into Excel for calculations. The total intensity after 24 h in culture was used to determine differences in phosphorylation between two comparisons. A standard t-test was performed to determine significance.

## Results

### JFLS have decreased expression of genes specific to BMP signaling

Based on our microarray analysis discussed later in this manuscript and given that TGFβ and BMP contribute to the pathogenesis of rheumatoid arthritis (RA), and TGFβ/BMP generally regulate endochondral bone formation [9, 12–14], we manually curated a list of 27 genes related to TGFβ/BMP signaling including Smads, BMP ligands and receptors, and TGFβ ligands and receptors to examine this prominent signaling pathway in JFLS using Ingenuity Pathway Analysis (IPA). 

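Transcript levels were measured on Clariom S arrays in 36 samples of FLS from 6 donors: 3 control donors, whose CFLS were grown from synovium, and 3 donors with JIA, whose JFLS were grown from synovial fluid. The CFLS were purchased, and the JFLS came from the authors' repository, from patients on nonsteroidal anti-inflammatory drugs. Disease, tissue source and supply therefore differ together, and drug use of the control donors is not stated. FLS of each donor were cultured in regular media or in Ch-conditioned media (CFLS-Ch and JFLS-Ch) for 6, 12 and 24 h, which gives 12 groups of 3 arrays. The Ch-conditioned media were pooled from 3 chondrocyte samples, and the regular media were FLS growth media. The 3 donors of a group thus replicate the FLS and not the conditioned media, and no group received chondrocyte media without conditioning. The values are the authors' log2 values from the RMA algorithm for 21448 transcript clusters. For changes over time, each array was normalized to its GAPDH value, the log2 ratio of 24 h to 6 h was taken for each donor, and groups of 3 ratios were compared with limma. Of the 74 genes on the curated lists, 71 were measured (25 of TGFβ/BMP signaling and 46 of chondrocyte differentiation) and 3 were not analysed here. The study curated these lists from the same arrays, so a count adjusted over the lists alone is not independent evidence. GAPDH, a glycolytic enzyme, was brighter than 99.9% of the clusters and had a log2 ratio of 24 h to 6 h of 0.06 ± 0.06 in CFLS, 0.05 ± 0.17 in CFLS-Ch, 0.15 ± 0.16 in JFLS and -0.06 ± 0.15 in JFLS-Ch (SD, n = 3 donors each). ACTB, which encodes β-actin, had ratios of -1.80 ± 0.38, -0.84 ± 0.48, -1.43 ± 0.70 and -1.68 ± 1.17 in the same groups, so values normalized to ACTB are shifted by these amounts. Before normalization the median cluster had ratios of 0.01, -0.03, -0.02 and 0.07 in these groups. Normalization to GAPDH thus raised ratios in JFLS-Ch relative to JFLS, and a positive difference there need not exceed that of other genes. Of the 24 arrays at 12 and 24 h, 7 correlated better with the 6 h arrays of another donor than with those of their own, and 4 of these 7 were taken at 24 h.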

Gene expression was determined by plotting the log ratio of the fold change in linear expression over 24 h in cells cultured in regular media. 

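SMAD2, a receptor-activated Smad that carries TGFβ signals to the nucleus, had a log2 ratio of 24 h to 6 h of 0.26 ± 0.30 in JFLS and 0.04 ± 0.07 in CFLS (SD, n = 3 donors each). In log2 levels before GAPDH normalization, SMAD2 stood at 11.27 ± 0.08 after 6 h and 11.68 ± 0.23 after 24 h in JFLS, and at 11.82 ± 0.15 and 11.92 ± 0.12 in CFLS. The difference between the ratios was 0.22 (limma, standard error 0.31, adjusted p = 0.818 over the curated lists alone and 0.906 over all clusters), less than limma's standard error. The exact two-sided permutation p was 0.4. SMAD3, the other receptor-activated Smad of the TGFβ branch, had ratios of -1.63 ± 0.99 in JFLS and -0.87 ± 0.72 in CFLS, and SMAD4, the Smad shared by TGFβ and BMP signaling, 0.13 ± 0.18 and 0.23 ± 0.15. Neither difference passed the test, at adjusted p = 0.670 and 0.876 over the curated lists. Of the 25 TGFβ/BMP genes measured, 10 had a higher and 15 a lower ratio in JFLS than in CFLS, with 1 at an unadjusted p under 0.05 and 0 past limma's adjusted test over this list alone. The list as a whole did not stand apart from other genes (camera, median difference -0.23, adjusted p = 0.645, and adjusted p = 0.90 with an estimated correlation). Target genes of TGFβ, a list not drawn from the study, had lower ratios in JFLS in 19 of 21 (median -0.68, adjusted p = 6.10e-04, and adjusted p = 0.377 with an estimated correlation), with 4 at an unadjusted p under 0.05, 0 past an FDR of 5% in limma and 2 over the list alone. The difference in SMAD2 turned to -0.06 with ACTB as the reference and to -0.06 for the ratio of 12 h to 6 h.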

Elevated SMAD2 (*p* = 0.016) gene expression demonstrates upregulated TGFβ gene expression in JFLS compared with CFLS. JFLS downregulate receptor and ligand gene expression specific to BMP signaling compared with CFLS (BMPR1a, *p* = 0.007) and BMP2, *p* = 0.041) (Fig. 1a).

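BMP2, a BMP ligand, had a log2 ratio of 24 h to 6 h of -3.33 ± 1.70 in JFLS and -0.92 ± 0.85 in CFLS (SD, n = 3 donors each), and the ratio of every JFLS donor lay below that of every CFLS donor. The difference was -2.42 (standard error 0.75, adjusted p = 0.132 over the curated lists alone and 0.391 over all clusters, limma; exact two-sided permutation p = 0.1, the smallest that 3 donors against 3 allow). BMPR2, a type II BMP receptor, had ratios of 0.44 ± 0.64 in JFLS and 1.26 ± 0.28 in CFLS, and SMAD5, a Smad of the BMP branch, 0.05 ± 0.41 and 0.63 ± 0.19. Their adjusted p over the curated lists was 0.460 and 0.540. GDF5, a ligand of the same family, stood at 0.51 ± 1.61 in JFLS and 1.45 ± 0.67 in CFLS (adjusted p = 0.670). The BMP type I receptor of Fig. 1a was not analysed here. Target genes of BMP signaling had lower ratios in JFLS in 16 of 17 (camera, median -0.48, adjusted p = 0.0369, and adjusted p = 0.593 with an estimated correlation), with 3 at an unadjusted p under 0.05 and 0 past an FDR of 5% in limma or over the list alone. For BMP2 the adjusted p over the curated lists fell below 0.05 with ACTB as the reference (0.00101) and without JFLS replicate 2 (0.0449), within a range of 0.00101 to 0.973 over 17 alternatives, and for the ratio of 12 h to 6 h its difference turned to 1.12.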

**Fig. 1:**
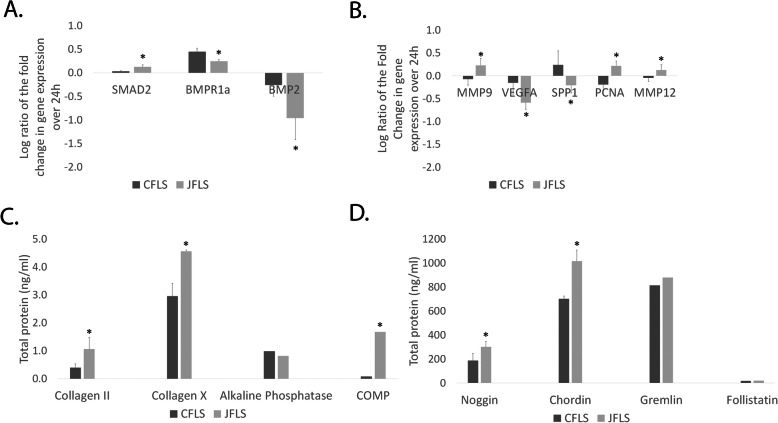
Changes in gene expression over 24 h between control FLS (CFLS) and JIA FLS (JFLS). JFLS favor TGFβ through increased expression of SMAD2 (*p* = 0.016) and downregulate BMP receptor BMPR1a (*p* = 0.007) and BMP ligand BMP2 (*p* = 0.041) compared with CFLS (**a**). JFLS have increased expression of MMP9 (*p* = 0.035), PCNA (*p* = 0.006), and MMP12 (*p* = 0.049), genes typically associated with prehypertrophic and hypertrophic chondrocytes (Ch) and decreased expression of VEGFA (*p* = 0.032) and SPP1 (*p* = 0.049), genes normally expressed by perichondral and endochondral osteoblasts during endochondral bone formation (EBF) (**b**). Total protein expression of Ch markers was measured on cell culture supernatants using ELISA. JFLS secrete significantly more collagen II (COL2 *p* = 0.029), collagen X (COLX *p* = 0.026), and cartilage oligomeric matrix protein (COMP *p* = 0.023) when compared with CFLS (**c**). Total protein expression of BMP antagonists was measured on cell culture supernatants using ELISA. JFLS overexpress chordin (*p* = 0.020) and noggin (*p* = 0.030) compared with CFLS (**d**)

### JFLS differentiate along a chondrocyte-like lineage

We previously reported that JFLS have a chondrocyte-like phenotype [9]. On the basis of our aforementioned findings, using IPA, we examined a second curated list of 47 genes involved in cell maturation and differentiation. Consequently, we explored genes specifically related to chondrocyte differentiation in relation to endochondral bone formation. Changes in gene expression were determined by calculating the log ratio of the fold change of linear expression over 24 h. 

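COL11A1, a fibrillar collagen of cartilage, had a lower log2 ratio of 24 h to 6 h in JFLS than in CFLS. It was -0.01 ± 0.20 in JFLS and 2.29 ± 0.94 in CFLS (SD, n = 3 donors each), a difference of -2.30 (standard error 0.45, adjusted p = 0.0346 over the curated lists alone and 0.161 over all clusters, limma). It was the 1 gene of the 71 measured that passed the test over the lists alone. PCNA, a DNA replication factor, had ratios of 0.58 ± 0.46 in JFLS and -0.70 ± 0.40 in CFLS, and MMP9, a gelatinase, 0.61 ± 0.66 and -0.30 ± 0.39. MMP12, the macrophage elastase, had ratios of 0.27 ± 0.36 and -0.21 ± 0.24. VEGFA, the angiogenic growth factor, had ratios of -2.10 ± 0.55 in JFLS and -0.57 ± 0.79 in CFLS, and SPP1, which encodes osteopontin, -0.84 ± 0.46 and 0.73 ± 1.11. The differences were 1.28 for PCNA, 0.91 for MMP9, 0.48 for MMP12, -1.53 for VEGFA and -1.57 for SPP1, and limma's adjusted p over the curated lists was 0.132, 0.460, 0.670, 0.132 and 0.158. All JFLS ratios lay apart from all CFLS ratios for PCNA, VEGFA and SPP1 (exact two-sided permutation p = 0.1), but not for MMP9 and MMP12 (exact p = 0.2). Among all 71 genes the donors' ratios did not overlap for 9, where chance gives 10%, and 7 were at an unadjusted p under 0.05 (2 higher and 5 lower in JFLS), where chance gives 3.6. The call for COL11A1 was lost without GAPDH normalization (adjusted p = 0.0609), without CFLS replicate 1 (0.221), without CFLS replicate 2 (0.122) and without JFLS replicate 3 (0.0664), in a range of 0.00147 to 0.973 over 17 alternatives, and the count of 1 became 4 without JFLS replicate 1 and 2 without JFLS replicate 2. For the ratio of 12 h to 6 h the difference in MMP12 turned to -0.12. MMP12 and SPP1 were among the 40% dimmest clusters in this comparison, whose signal lies near the background.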

Genes expressed by prehypertrophic and hypertrophic chondrocytes are overexpressed in JFLS (MMP9 *p* = 0.035, PCNA *p* = 0.006, MMP12 *p* = 0.049) compared with CFLS, while genes typically expressed by perichondral and endochondral osteoblasts during EBF have decreased gene expression in JFLS compared with CFLS (VEGFA *p* = 0.032 and SPP1 *p* = 0.049) (Fig. 1b) [15–19]. TGFβ signaling plays a fundamental role during EBF [20]. Increased gene expression of SMAD2 coupled with expression of genes related to HCh suggest JFLS gene expression favors differentiation toward chondrocyte lineage through TGFβ signaling.

### Downstream protein expression supports a prehypertrophic/hypertrophic chondrocyte-like phenotype in JFLS

Since our gene expression results suggest that JFLS simulate mature cartilage, we measured total protein amounts of downstream proteins of well-characterized markers of hypertrophic chondrocytes using ELISA. JFLS significantly overexpress COL2 (*p* = 0.029), COLX (*p* = 0.026), and COMP (*p* = 0.023), common protein markers expressed by mature and hypertrophic chondrocytes, compared with untreated CFLS (Fig. 1c). There were no significant differences between JFLS and CFLS when examining protein expression of bone-derived ALP, a novel marker of disease progression in RA (Fig. 1c) [21].

### JFLS favor BMP antagonists with a high affinity for BMP4

Given that BMP can promote long bone growth through EBF and the downregulation of BMP-specific genes in JFLS, we used ELISA to measure total protein expression levels of prominent BMP antagonists. JFLS have significantly increased protein expression of noggin (NOG) (*p* = 0.030) and chordin (CHRD) (*p* = 0.020) compared with CFLS, while gremlin (GREM) and follistatin (FST) remained unchanged between the two cell types, suggesting that JFLS regulate BMP signaling through protein antagonists with a high affinity for BMP4 specifically (Fig. 1d) [22].

### Gene expression of CFLS and JFLS is altered when cultured in Ch-conditioned media

It has been widely accepted that EBF relies upon the death of HCh to provide the scaffolding for new bone cells to invade [5]. 

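For each cell type, the 3 arrays of FLS kept in Ch-conditioned media for 6 h were compared with the 3 arrays of the same donors' FLS in regular media. All 21448 transcript clusters were tested with limma on the deposited log2 values, with a positive difference meaning a higher level in Ch-conditioned media. The methods set an FDR of 1% but leave open which arrays share the estimate of the spread between replicates. Only the 6 arrays compared entered each fit here, and a fit of all 36 arrays is given beside it where the count differs. Arrays with the same replicate number come from the same donor, and a fit with the donor as a block is given on the same condition. The difference between the responses of JFLS and CFLS was tested on the 12 arrays at 6 h. In addition, 32 gene lists fixed before the data were examined were tested with camera, which compares the members of a list with all other genes, at a preset correlation between genes of 0.01. No list held its call when that correlation was estimated from the arrays.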

Utilizing an unbiased approach to globally characterize FLS and FLS cultured in conditioned media from Ch, we discovered distinct discordances in gene expression. LIMMA analysis revealed 247 genes differentially expressed in CFLS vs CFLS cultured in conditioned media from chondrocytes (CFLS-Ch) and 31 genes differentially expressed in JFLS vs conditioned media from chondrocytes (JFLS-Ch) after 6 h in culture (1% FDR) (Supplemental Table 1). 

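After 6 h in Ch-conditioned media, CFLS had higher levels of PLIN2, a coat protein of lipid droplets, at 14.51 ± 0.27 in CFLS-Ch against 10.95 ± 1.06 in CFLS (log2 mean ± SD, n = 3 donors each), of the lipoprotein receptor VLDLR (11.39 ± 0.15 against 8.95 ± 0.55), of the cytokine MIF (12.73 ± 0.36 against 10.54 ± 0.28) and of EIF4EBP1, a repressor of translation (11.84 ± 0.58 against 9.45 ± 0.29). CTSK, a collagen-degrading cathepsin, was lower, with a difference of -3.75 (standard error 0.27), as were NPTX1 (7.34 ± 0.39 against 11.63 ± 1.12), the cell surface marker CD34 (7.56 ± 0.80 against 11.01 ± 0.83) and REL, a subunit of NF-κB (10.97 ± 0.96 against 14.49 ± 0.71). Adjusted p was 0.0162 for PLIN2, 0.0124 for VLDLR, MIF and NPTX1, 0.0159 for EIF4EBP1, 0.0107 for CTSK and 0.0202 for CD34 and REL (limma), and each of these genes had the same direction in 3 of 3 donors. The shared direction was a condition for the largest changes named here, so it adds no evidence. At an FDR of 5%, 734 clusters differed, 456 higher and 278 lower in CFLS-Ch, and 1496 did with the donor as a block. The 734 became 71, 191 and 0 without CFLS replicate 1, 2 and 3 and 891, 35 and 0 without CFLS-Ch replicate 1, 2 and 3. At an FDR of 1%, 0 clusters passed limma, with 4539 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0107. An ordinary test of each cluster on its own spread gave 1 and 3869 clusters. With all 36 arrays sharing the spread, 247 clusters passed the FDR of 1% (162 higher and 85 lower), and with the donor as a block 91 did (38 higher and 53 lower). Without CFLS-Ch replicate 1 the count was 1.

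**Figure D1:**
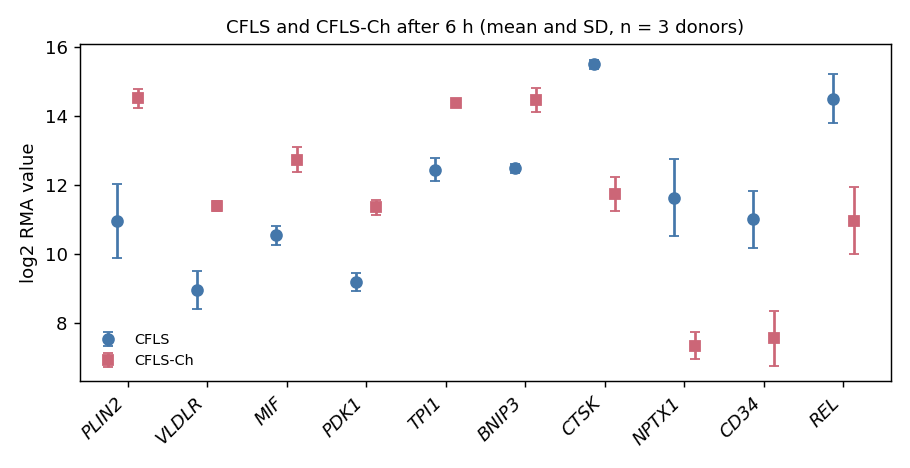
Log2 RMA values of 10 genes in CFLS and CFLS-Ch after 6 h, by gene. Points are means of 3 donors and bars their SD. The first 6 genes lie higher in CFLS-Ch, by 1.92 (TPI1) to 3.56 (PLIN2), and the last 4 lie lower.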

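In JFLS, no cluster passed an FDR of 1% or 5% after 6 h in Ch-conditioned media (limma, count of 0, with 3273 clusters at an unadjusted p under 0.05 and a smallest adjusted p of 0.239, and with 2699 by an ordinary test of each cluster on its own spread, which also called 0). SHANK2, a scaffold protein of synapses, stood at 5.92 ± 0.46 in JFLS-Ch against 8.14 ± 0.31 in JFLS (log2 mean ± SD, n = 3 donors each), and the cytokine IL3 at 4.84 ± 0.19 against 6.48 ± 0.18. Both means of IL3 lie below the median of any array. LMBR1L, a lipocalin receptor, stood at 8.76 ± 0.37 against 6.76 ± 0.25, and NDUFAF1, an assembly factor of respiratory complex I, at 9.25 ± 0.46 against 7.83 ± 0.23. These 4 genes had the same direction in 3 of 3 donors, each at adjusted p = 0.239 (limma), and each passed an FDR of 1% when all 36 arrays shared the spread (adjusted p = 0.00682, 0.00519, 0.00829 and 0.00702). Both that direction and that pass were conditions for the largest changes named here, so neither adds evidence. That fit called 31 clusters, 7 higher and 24 lower in JFLS-Ch. LMBR1L was also higher in CFLS-Ch, by 2.39 (adjusted p = 0.0222). Without JFLS-Ch replicate 3 the count of 0 became 4, and at an FDR of 5% it became 70, while leaving out any other replicate gave 0. At an FDR of 5% the fit of all 36 arrays gave 575. JFLS-Ch at 24 h against JFLS at 6 h, the comparison that the methods state, gave 107.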

We generated separated unsupervised hierarchical clustering of CFLS compared with CFLS-Ch and JFLS compared with JFLS-Ch after 6 h in culture using these genes (Fig. 2a). Both CFLS and JFLS have gene expression patterns with divergent features when cells were cultured in Ch-conditioned media. 

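Genes of hypoxia and glycolysis were, as a list, higher in CFLS-Ch than in CFLS after 6 h relative to other genes. Of the 32 measured, 26 were higher and 6 lower than in CFLS, with a median log2 difference of 0.69 (camera, adjusted p = 3.2e-08, and adjusted p = 0.438 with an estimated correlation), and 9 passed an FDR of 5% (14 when adjusted over the list alone). PDK1, a kinase that restrains pyruvate oxidation, was higher by 2.16, the mitophagy receptor BNIP3 by 1.99 and the glycolytic enzyme TPI1 by 1.92. Genes of oxidative phosphorylation were also higher as a list, 19 of 20, with a median of 0.63 (adjusted p = 1.04e-06, and adjusted p = 0.566 with an estimated correlation) and 3 at an FDR of 5% (10 higher and 1 lower when adjusted over the list alone), among them NDUFB8 (1.54), COX5B (1.48) and UQCRC1 (1.14). Ribosomal protein genes were slightly higher, 14 of 15, with a median of 0.35 (adjusted p = 0.0058, and adjusted p = 0.681 with an estimated correlation) and 0 at an FDR of 5% in limma or over the list alone. Markers of sublining synoviocytes were lower in 7 of 11 (median -0.53, adjusted p = 0.0467, and adjusted p = 0.566 with an estimated correlation), with CD34 past an FDR of 5% and 4 past it over the list alone. Markers of mural and smooth muscle cells were lower in 8 of 8 (median -0.66, adjusted p = 0.0467, 0.0550 without dim clusters, and adjusted p = 0.566 with an estimated correlation), with PDGFRB, a receptor of platelet-derived growth factor, at -1.57 past an FDR of 5% and 2 past it over the list alone. In JFLS-Ch 0 of the 32 lists were called (camera), and 6 were with the donor as a block.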

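The responses of CFLS and JFLS differed for ZFP36, which encodes tristetraprolin, a protein that destabilizes cytokine transcripts. It fell from 12.55 ± 0.14 in CFLS to 10.32 ± 0.27 in CFLS-Ch and stood at 10.78 ± 0.38 in JFLS and 12.00 ± 0.26 in JFLS-Ch (log2 mean ± SD, n = 3 donors each), a difference between the responses with adjusted p = 0.00668 in limma. This was the 1 cluster past an FDR of 1%, and 5 passed an FDR of 5%, among 2644 at an unadjusted p under 0.05 (300 passed an FDR of 5% with the donor as a block). For CTSK the level in JFLS was 14.29 ± 0.77 and in JFLS-Ch 14.72 ± 0.54, beside 15.49 ± 0.13 in CFLS and 11.75 ± 0.49 in CFLS-Ch (adjusted p of the difference 0.0340). MMP2, the gelatinase of synovial fibroblasts, had levels of 18.03 ± 0.05 in CFLS, 17.01 ± 0.15 in CFLS-Ch, 17.61 ± 0.18 in JFLS and 18.06 ± 0.12 in JFLS-Ch, which did not pass (adjusted p = 0.0651). Its adjusted p was 0.0519 with the donor as a block, and 0.0083 with all 36 arrays, where it passed an FDR of 1% (limma). With the donor as a block 5 clusters passed an FDR of 1%, with all 36 arrays 19 did, and with quantile or GAPDH normalization 0 did. The 1 call also became 0 without any of the CFLS or CFLS-Ch replicates 1, 2 and 3 and without JFLS or JFLS-Ch replicates 1 and 2. The 5 calls at an FDR of 5% became 25 and 186 without JFLS and JFLS-Ch replicate 3, and 1, 3 and 1 without CFLS replicate 1, 2 and 3, 1 and 2 without CFLS-Ch replicate 2 and 3, 3 without JFLS replicate 1 and 2 and 3 without JFLS-Ch replicate 1 and 2.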

Importing these transcriptome-wide significant genes into Ingenuity Pathway Analysis (IPA) revealed the ‘Top Ready-Analysis Molecules’ for each comparison (CFLS vs CFLS-Ch or JFLS vs JFLS-Ch). While these genes were not specifically from the 277 genes with a 1% FDR after LIMMA analysis, the genes can be readily associated with a biological processes or disease pathogenesis. 

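Interferon response genes were lower in CFLS-Ch than in CFLS after 6 h, 27 of the 28 measured, with a median log2 difference of -2.87 (camera, adjusted p = 4.91e-08, and adjusted p = 0.681 with an estimated correlation). Their spread between CFLS donors was wide, so that 14 were at an unadjusted p under 0.05 and 0 passed limma at an FDR of 5% over all clusters or over the list alone. IFIT2, an interferon-induced antiviral protein, stood at 6.47 ± 0.42 in CFLS-Ch against 12.71 ± 4.04 in CFLS (SD, n = 3 donors each) and the chemokine CXCL10 at 4.75 ± 0.28 against 10.30 ± 3.88. Their adjusted p was 0.0809 and 0.0965 (limma), and 0.0339 and 0.0483 with the donor as a block. With all 36 arrays sharing the spread both passed an FDR of 1% (adjusted p = 0.0091 and 0.0067). Cytokines and chemokines of the NF-κB response were also lower, 17 of 21, with a median of -0.68 (adjusted p = 0.0474, 0.0550 without dim clusters, and adjusted p = 0.695 with an estimated correlation) and 0 past an FDR of 5% or over the list alone, among 2 at an unadjusted p under 0.05 (CCL5 at -4.44 and IL1A at -1.76, with adjusted p = 0.0157 and 0.0196 in the fit with the donor as a block). In JFLS-Ch the median of the interferon list was 0.41 (18 of 28 higher, adjusted p = 0.205, 0.0392 with the donor as a block, and adjusted p = 0.798 with an estimated correlation) and that of the NF-κB list -0.21 (adjusted p = 0.823). The TGFβ/BMP genes curated by the study had a median of -0.21 in CFLS-Ch (8 higher and 17 lower, adjusted p = 0.0797) and 0.07 in JFLS-Ch (15 higher and 10 lower, adjusted p = 0.334), and 1 of 25 was lower at an FDR of 5% in CFLS-Ch (2 higher and 3 lower when adjusted over the list alone, a list chosen on these arrays). Target genes of TGFβ had medians of -0.01 and -0.12 (adjusted p = 0.513 and 0.823). Immediate early genes, which the MAPK pathway induces, went both ways, with medians of 0.08 and 0.01 (adjusted p = 0.833 and 0.389). Of the 23 measured, 6 were higher and 5 lower at an unadjusted p under 0.05 in CFLS-Ch, with 3 higher and 1 lower at an FDR of 5% (5 and 5 over the list alone), and in JFLS-Ch 6 were higher and 2 lower at an unadjusted p under 0.05, with 0 past an FDR of 5% in limma or over the list alone.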

In both comparisons, the top molecules regulate or are regulated by the TGFβ signaling pathway, MAPK signaling pathway, or inflammatory responses in cells. These genes also have features related to tissue development, cell proliferation, and cell apoptosis (Supplemental Table 2).

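Of the genes listed for CFLS and CFLS-Ch in Table S2, ZC3HAV1, an antiviral zinc finger protein, stood at 10.30 ± 0.30 in CFLS-Ch against 13.38 ± 1.93 in CFLS (log2 mean ± SD, n = 3 donors each), a difference with adjusted p = 0.0790 in limma and 0.0252 with the donor as a block. With all 36 arrays sharing the spread its adjusted p was 0.0016. BNIP3 stood at 14.46 ± 0.35 against 12.48 ± 0.14 (adjusted p = 0.0124). PLIN3, another lipid droplet protein, had a difference of 0.18 (adjusted p = 0.699), less than its standard error. Whether Table S2 means PLIN3, and PROKR2 below, was not settled. Symbols are misread in the copy used, and Table S1 holds PLIN2 and PROK2 and neither of these 2 genes. PLIN2 was higher by 3.56 in CFLS-Ch. Of the genes listed for JFLS and JFLS-Ch, BCL2L14, a protein of the BCL2 family, stood at 4.64 ± 0.55 in JFLS-Ch against 5.44 ± 0.51 in JFLS, a difference of -0.80 (adjusted p = 0.346). ZG16, a lectin, had a difference of -1.54, COQ8B, a kinase of coenzyme Q synthesis, one of 1.38 and the zinc finger gene ZNF510 one of 1.31, each in the same direction in 3 of 3 donors at adjusted p = 0.239. With all 36 arrays sharing the spread these 3 had adjusted p = 0.0070, 0.0070 and 0.0083 (limma). PROKR2, a prokineticin receptor, stood at 5.01 ± 0.46 against 4.95 ± 0.08 (adjusted p = 0.936, higher in 1 of 3 donors), and its difference turned to -0.21 without JFLS-Ch replicate 2 and to -0.32 with JFLS-Ch at 24 h set against JFLS at 6 h. From an IPA of the genes called in each comparison, whose top molecules it describes as not specifically among those called, the paper states that these molecules act on, or are acted on by, TGFβ signaling, MAPK signaling or inflammation, and it takes its curated lists from that analysis.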

**Fig. 2:**
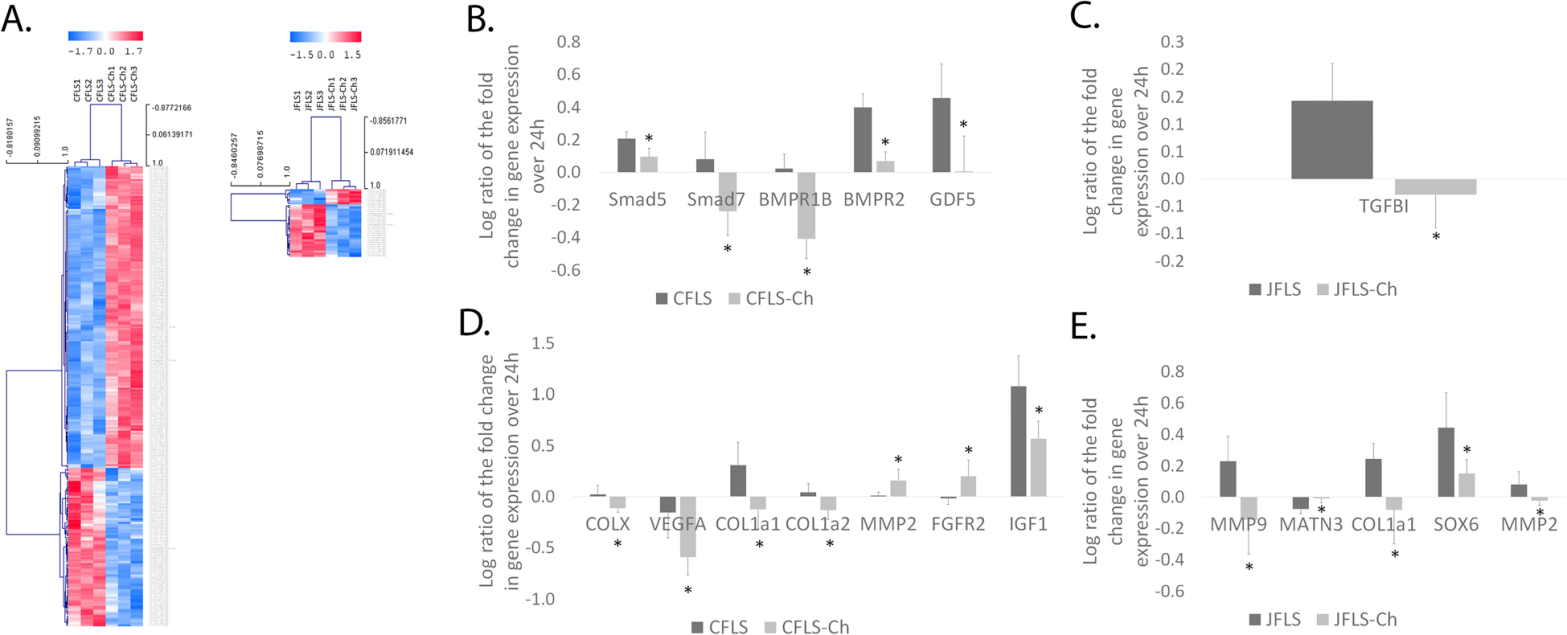
Unsupervised hierarchal clustering comparing FLS and FLS cultured in conditioned media from Ch after 6 h in culture and differentially expressed genes in these cells. There are 247 differentially expressed genes in CFLS vs CFLS cultured in conditioned media from chondrocytes (CFLS-Ch) and 31 genes are differentially expressed in JFLS vs conditioned media from chondrocytes (JFLS-Ch) (1% FDR) (**a**). Using a manually curated list of genes specific to TGFβ and BMP signaling pathways, we examined changes in gene expression over 24 h using linear expression values. CFLS-Ch have decreased expression of BMPR1b (*p* = 0.003), BMPR2 (*p* = 0.002), GDF5 (*p* = 0.030), SMAD5 (*p* = 0.023), and SMAD7 (*p* = 0.035) compared with CFLS (**b**). JFLS-Ch have decreased expression of TGFBI compared with JFLS (*p* = 0.016) (**c**). Using a manually curated list of genes specific to Ch differentiation and maturation, changes in the log ratio of the fold change of linear gene expression over 24 h revealed that CFLS-Ch downregulate COLX (*p* = 0.037), VEGFA (*p* = 0.034), COL1A1 (*p* = 0.031), and COL1A2 (*p* = 0.036) compared with CFLS (**d**). CFLS-Ch overexpress MMP2 (*p* = 0.048), FGFR2 (*p* = 0.050), and IGF1 (*p* = 0.027) compared with CFLS (**d**). JFLS-Ch have decreased expression of MMP9 (*p* = 0.038), COL1A1 (*p* = 0.042), SOX6 (*p* = 0.049), and MMP2 (*p* = 0.050) compared with untreated JFLS. JFLS-Ch upregulate expression of MATN3 (*p* = 0.023) when compared with JFLS (**e**)

### Ch-conditioned media attenuates TGFβ/BMP signaling in both CFLS and JFLS

In an effort to clarify the interaction between FLS and chondrocytes in diseased joints, we exposed FLS to conditioned media containing metabolites, growth factors, and extracellular matrix proteins secreted into the medium by chondrocytes. Following microarray analysis, we examined a curated list of genes related to TGFβ/BMP signaling and calculated their change in expression over 24 h. Examining the log ratios of the fold change over 24 h allowed us to determine changes in gene expression over time that we later correlated to downstream signaling. 

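BMPR1B, a type I BMP receptor, had a log2 ratio of 24 h to 6 h of -1.41 ± 0.29 in CFLS-Ch and 0.01 ± 0.24 in CFLS (SD, n = 3 donors each), a difference of -1.43 (standard error 0.32, adjusted p = 0.112 over the curated lists alone and 0.322 over all clusters, limma). This was the smallest adjusted p of the 71 genes. After 6 h the log2 level of BMPR1B was 8.33 ± 0.20 in CFLS-Ch against 7.21 ± 0.51 in CFLS. Its fall over time thus started from a higher level, and the ratio alone does not show a lower level. BMPR2 had a ratio of 0.18 ± 0.16 in CFLS-Ch, a difference of -1.09 from CFLS, and GDF5 one of -0.04 ± 0.72, a difference of -1.49, both at adjusted p = 0.133. For SMAD7, an inhibitory Smad, the ratios were -0.85 ± 0.58 in CFLS-Ch and 0.21 ± 0.48 in CFLS, a difference of -1.05 (adjusted p = 0.186). For SMAD5 the ratio in CFLS-Ch was 0.26 ± 0.27, a difference of -0.37 (adjusted p = 0.679), and it turned to 0.05 for the ratio of 12 h to 6 h. All CFLS-Ch ratios lay below all CFLS ratios for each of these 5 genes (exact two-sided permutation p = 0.1). The exact p-values between media, here and below, leave the pairing by donor out. GDF5 was among the 40% dimmest clusters in this comparison, whose signal lies near the background. BMP1, a protease that processes collagens, lay higher in CFLS-Ch at 1.64 ± 0.28 against 0.65 ± 0.21 (adjusted p = 0.133). With the mean of the reference genes in place of GAPDH, BMPR1B and BMPR2 passed (adjusted p = 0.0253 and 0.0411), and without CFLS-Ch replicate 3 BMPR1B did (0.0334), where the adjusted p of BMPR1B ran from 0.00119 to 0.980 and that of BMPR2 from 0.00355 to 0.980 over 17 alternatives. The reference genes were themselves higher in CFLS-Ch than in CFLS after 24 h, 7 of 10 (camera, median 0.57, adjusted p = 0.0279, 0.0891 without dim clusters, and adjusted p = 0.425 with an estimated correlation), with 0 past an FDR of 5% in limma, 5 at an unadjusted p under 0.05 and 5 over the list alone, which lowers a 24 h level taken against them. The difference in their own ratios over time was 0.15 (adjusted p = 0.0868). With ACTB, which is one of them, 19 of the 71 genes passed.

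**Figure D2:**
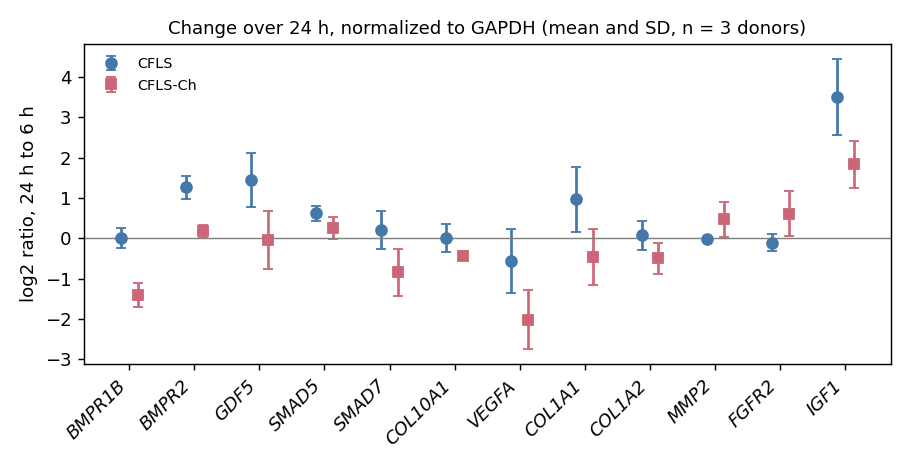
Log2 ratio of 24 h to 6 h, normalized to GAPDH, of 12 curated genes in CFLS and CFLS-Ch. Points are means of 3 donors, bars their SD, and the grey line marks no change. BMPR1B lies at -1.41 in CFLS-Ch and 0.01 in CFLS, while the bars of SMAD5 overlap.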

CFLS-Ch downregulate the gene expression of BMP receptor genes (BMPR1b *p* = 0.003 and BMPR2 *p* = 0.002), BMP ligands (GDF5 *p* = 0.030), and downstream signaling genes (SMAD5 *p* = 0.023 and SMAD7 *p* = 0.035) compared with CFLS (Fig. 2b). JFLS-Ch have significantly decreased gene expression of TGFBI (*p* = 0.016), a gene that induces TGFβ signaling and plays important roles in cell-to-cell, cell-to-collagen, and cell-to-matrix interactions, compared with JFLS [23] (Fig. 2c) (Supplemental Table 3). These findings suggest that exposing FLS to Ch-conditioned media mitigates TGFβ/BMP gene signaling in these cells.

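TGFBI, a matrix protein induced by TGFβ, had a log2 ratio of 24 h to 6 h of -0.04 ± 0.12 in JFLS-Ch and 0.32 ± 0.13 in JFLS (SD, n = 3 donors each), and all JFLS-Ch ratios lay below all JFLS ratios (exact two-sided permutation p = 0.1). The difference of -0.36 (standard error 0.33) did not pass limma, with adjusted p = 0.695 over the curated lists alone and 0.711 over all clusters. In CFLS-Ch and CFLS the ratios of TGFBI were 0.20 ± 0.52 and 0.23 ± 0.22. Among the other TGFβ/BMP genes, TGFB3, a TGFβ ligand, had ratios of -3.34 ± 0.94 in JFLS-Ch and -2.19 ± 1.60 in JFLS, and SMAD1, a Smad of the BMP branch, -0.17 ± 0.65 and 0.63 ± 1.47, with differences within the spread between donors. Of the 25 genes, 12 had a higher and 13 a lower ratio in JFLS-Ch, and 0 were at an unadjusted p under 0.05 or past the test over the list alone (limma).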

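As a list, the 25 TGFβ/BMP genes had a median difference of -0.21 between the 24 h to 6 h ratios of CFLS-Ch and CFLS (8 higher and 17 lower; camera, adjusted p = 0.147, and adjusted p = 0.815 with an estimated correlation) and of -0.03 between those of JFLS-Ch and JFLS (adjusted p = 0.0583, 0.0429 with the donor as a block, and adjusted p = 0.831 with an estimated correlation). In CFLS-Ch 6 of the 25 were at an unadjusted p under 0.05, 1 higher and 5 lower, and 1, BMPR1B, was lower when adjusted over this list alone. TGFB3 had a ratio of -2.43 ± 0.92 in CFLS-Ch and -0.97 ± 0.86 in CFLS (SD, n = 3 donors each), a difference of -1.46 (adjusted p = 0.186 over both curated lists, limma). Target genes of BMP signaling, a list not drawn from the study, had lower ratios in CFLS-Ch in 13 of 17 (median -0.44, adjusted p = 0.0104, and adjusted p = 0.423 with an estimated correlation). Of these, 5 were at an unadjusted p under 0.05 and 0 passed an FDR of 5% in limma or over the list alone. Target genes of TGFβ had lower ratios in JFLS-Ch in 14 of 21 (median -0.33, adjusted p = 0.0219, 0.0761 without dim clusters, and adjusted p = 0.831 with an estimated correlation), with 1 at an unadjusted p under 0.05 and 0 past an FDR of 5% in limma or over the list alone.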

### Ch-conditioned media prevents FLS from differentiating into mature chondrocyte-like cells

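VEGFA had a log2 ratio of 24 h to 6 h of -2.02 ± 0.74 in CFLS-Ch, a difference of -1.45 from CFLS, and COL1A1, a chain of type I collagen, had one of -0.47 ± 0.70 in CFLS-Ch and 0.97 ± 0.81 in CFLS, a difference of -1.44 (SD, n = 3 donors each). In both, all CFLS-Ch ratios lay below all CFLS ratios (exact two-sided permutation p = 0.1). For COL1A2, the other chain of type I collagen, the ratios were -0.50 ± 0.39 and 0.07 ± 0.36, a difference of -0.57. For COL10A1, the collagen of hypertrophic chondrocytes, they were -0.43 ± 0.12 and 0.01 ± 0.34, a difference of -0.44. COL10A1 was among the 40% dimmest clusters in this comparison, whose signal lies near the background. Limma's adjusted p over the curated lists was 0.145 for VEGFA and COL1A1, 0.522 for COL1A2 and 0.554 for COL10A1. SNAI1, a transcription factor of mesenchymal cells, had ratios of -1.16 ± 1.39 in CFLS-Ch and 1.48 ± 0.85 in CFLS, and RUNX2, a transcription factor of bone formation, 1.45 ± 1.27 and 3.47 ± 0.86 (adjusted p = 0.133 each). Without CFLS-Ch replicate 3 SNAI1 passed (adjusted p = 0.0107, in a range of 3.61e-05 to 0.504 over 17 alternatives). Without the arrays that did not match their own donor, a choice made after seeing the data, the difference in COL1A2 turned to 0.05, while RUNX2 and SNAI1 passed at differences of -3.74 and -2.95 (adjusted p = 0.00377 and 0.0444, where RUNX2 ran from 2.97e-04 to 0.504 over 17 alternatives).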

Changes in the log ratio of the fold change of linear gene expression over 24 h revealed that CFLS-Ch downregulate genes expressed by hypertrophic chondrocytes and endochondral osteoblasts (COLX *p* = 0.037, VEGFA *p* = 0.034, COL1A1 *p* = 0.031, and COL1A2 *p* = 0.036) compared with CFLS (Fig. 2d). 

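MMP2 had a log2 ratio of 24 h to 6 h of 0.48 ± 0.44 in CFLS-Ch and -0.02 ± 0.05 in CFLS (SD, n = 3 donors each). The difference was 0.50 (standard error 0.33, adjusted p = 0.531 over the curated lists, limma, and exact two-sided permutation p = 0.2). The level of MMP2 was lower in CFLS-Ch after 6 h (17.01 ± 0.15 against 18.03 ± 0.05). It was also lower after 12 h (17.04 ± 0.17 against 18.02 ± 0.10, limma adjusted p = 0.0263, and 0.0991 with the donor as a block). The higher ratio thus does not stand for a higher level at these times. FGFR2, a receptor of fibroblast growth factors, had ratios of 0.61 ± 0.56 and -0.11 ± 0.21, a difference of 0.72 (adjusted p = 0.381; exact p = 0.2). IGF1, the growth factor, had ratios of 1.84 ± 0.59 in CFLS-Ch and 3.51 ± 0.94 in CFLS, a difference of -1.67 (adjusted p = 0.133; exact p = 0.1). SIK3, a kinase of chondrocyte maturation, had ratios of -0.95 ± 0.34 in CFLS-Ch and -1.74 ± 0.34 in CFLS (adjusted p = 0.274). Of the 46 chondrocyte genes, 22 had a higher and 24 a lower ratio in CFLS-Ch (camera, median difference -0.03, adjusted p = 0.539, and adjusted p = 0.919 with an estimated correlation). Without the arrays that did not match their own donor IGF1 passed (-1.86, adjusted p = 0.0398, in a range of 7.62e-04 to 0.980 over 17 alternatives). With ACTB as the reference the differences in MMP2 and FGFR2 turned to -0.47 and -0.25.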

CFLS-Ch overexpress genes that function as proliferation and differentiation factors during EBF (MMP2 *p* = 0.048, FGFR2 *p* = 0.050, and IGF1 *p* = 0.027) compared with CFLS (Fig. 2d) [24–26], suggesting that Ch-conditioned media does not induce CFLS to form mature cartilage. Similarly, JFLS cultured in Ch-conditioned media have decreased gene expression of MMP9 (*p* = 0.038), COL1A1 (*p* = 0.042), SOX6 (*p* = 0.049), and MMP2 (*p* = 0.050) compared with untreated JFLS (Fig. 2e). These genes allow for induction of chondrocyte hypertrophy and permit formation of the prehypertrophic/hypertrophic zone during EBF [6, 18, 27, 28] (Supplemental Table 4). 

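MMP9 had a log2 ratio of 24 h to 6 h of -0.42 ± 0.62 in JFLS-Ch, a difference of -1.03 from JFLS, and COL1A1 had one of -0.21 ± 0.68 in JFLS-Ch and 0.66 ± 0.23 in JFLS, a difference of -0.86 (SD, n = 3 donors each). MMP2 had ratios of -0.01 ± 0.08 and 0.12 ± 0.33, a difference of -0.13. Its log2 level after 6 h was higher in JFLS-Ch, at 18.06 ± 0.12 against 17.61 ± 0.18 in JFLS, so the lower ratio started from a higher level. Limma's adjusted p over the curated lists was 0.695 for MMP9 and COL1A1 and 0.875 for MMP2, and the ratios of the groups overlapped for all 3 genes (exact two-sided permutation p = 0.2 for MMP9 and COL1A1 and 0.7 for MMP2). In this comparison MMP9 was among the 40% dimmest clusters, whose signal lies near the background. The remaining gene of Fig. 2e with lower expression was not analysed here. ACVRL1, a type I receptor of the TGFβ family, had ratios of 0.59 ± 0.21 in JFLS-Ch and -0.64 ± 0.50 in JFLS, and ADAMTS5, an aggrecanase, 0.27 ± 0.84 and -1.48 ± 0.96, both at adjusted p = 0.316, the smallest in this comparison. For MMP2 the difference turned to 0.04 without JFLS replicate 1 and to 0.05 for the ratio of 12 h to 6 h, and for ADAMTS5 the latter gave -0.66.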

Interestingly, JFLS-Ch significantly upregulate expression of matrillin 3 (MATN3 *p* = 0.023), a gene that inhibits chondrocyte hypertrophy during EBF (Fig. 2e) [29]. 

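MATN3, which encodes a cartilage matrix protein, had a log2 ratio of 24 h to 6 h of 0.04 ± 0.14 in JFLS-Ch and -0.40 ± 0.25 in JFLS (SD, n = 3 donors each). Its log2 level was 5.22 after 6 h and 5.19 after 24 h in JFLS-Ch, and 5.39 and 5.14 in JFLS. These levels lie below the median of any array, near the background. All JFLS-Ch ratios lay above all JFLS ratios (exact two-sided permutation p = 0.1), while the difference of 0.44 (standard error 0.34) had an adjusted p of 0.695 over the curated lists in limma. GATA4, a transcription factor, showed the same order of groups, with 0.03 ± 0.14 in JFLS-Ch and -0.54 ± 0.12 in JFLS. For the ratio of 12 h to 6 h the difference in MATN3 turned to -0.15.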

Based on our gene expression analysis, it is evident that Ch-conditioned media encourages JFLS to dedifferentiate away from prehypertrophic/hypertrophic chondrocyte-like phenotype.

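Over both curated lists, 0 of the 71 genes passed limma at an adjusted p under 0.05 in JFLS-Ch against JFLS, with 4 at an unadjusted p under 0.05 (2 higher and 2 lower, where chance gives 3.6), and the same held in CFLS-Ch against CFLS, where 12 were at an unadjusted p under 0.05 (2 higher and 10 lower). The methods name a t-test without a side. Taken one-sided toward the observed direction, it gave 6 and 13 genes at an unadjusted p under 0.05, where chance gives 10%, and 0 after adjustment. The groups did not overlap for 4 and 11 genes, where chance gives 10%. With the donor as a block 1 gene passed in JFLS-Ch, and without CFLS-Ch replicate 3 the count in CFLS-Ch became 4. The chondrocyte list had a median difference of 0.14 between JFLS-Ch and JFLS, with 27 of 46 higher, while camera placed it lower than other genes (adjusted p = 0.176), so its median and its test differ in sign. Before normalization the median cluster had a log2 ratio of 0.07 in JFLS-Ch and -0.02 in JFLS, and GAPDH one of -0.06 and 0.15. Normalization to GAPDH thus raised all ratios in JFLS-Ch relative to JFLS. A difference above 0 can therefore lie below that of other genes. Collagen and fibroblast matrix genes had lower ratios in JFLS-Ch in 13 of 17 (median -0.13, adjusted p = 7.36e-04, and adjusted p = 0.831 with an estimated correlation), with 1 at an unadjusted p under 0.05 and 0 past an FDR of 5% in limma or over the list alone. From the lower MMP9, COL1A1, MMP2 and a further gene not analysed here, and the higher MATN3, in JFLS-Ch over 24 h, genes it assigns to chondrocyte hypertrophy and to its inhibition, the paper concludes that Ch-conditioned media encourages JFLS to dedifferentiate away from a hypertrophic chondrocyte-like phenotype.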

### Ch influence JFLS to dedifferentiate from mature chondrocyte-like cells by reducing the factors in the joint microenvironment needed to drive EBF

To determine the changes in JFLS chondrocyte-like phenotype, we used ELISA to measure changes in total protein concentrations after 24 h of the same downstream hypertrophic chondrocyte protein markers (COL2, COLX, COMP, and ALP) when FLS are cultured in Ch-conditioned media. In CFLS-Ch, COL2 (*p* = 0.000) and COLX (*p* = 0.000) significantly decreased compared with untreated CFLS, suggesting that Ch-conditioned media does not promote differentiation of normal FLS along chondrocyte lineage (Fig. 3a). COMP (*p* = 0.009) significantly increased in CFLS cultured in Ch-conditioned media compared to untreated CFLS, suggesting Ch may introduce this marker of cartilage turnover to normal FLS. JFLS cultured in Ch-conditioned media have decreased protein expression of COL2 (*p* = 0.000) and COLX (*p* = 0.000) compared with untreated JFLS (Fig. 3 b). Notably, JFLS-Ch have significantly increased protein expression of ALP (*p* = 0.000) and COMP (*p* = 0.000) compared with JFLS (Fig. 3b). While increases in ALP may suggest corresponding increase in disease activity, reduction of COL2 and COLX protein expression indicates that conditioned media from Ch can influence JFLS to dedifferentiate from the mature chondrocyte-like phenotype.

**Fig. 3:**
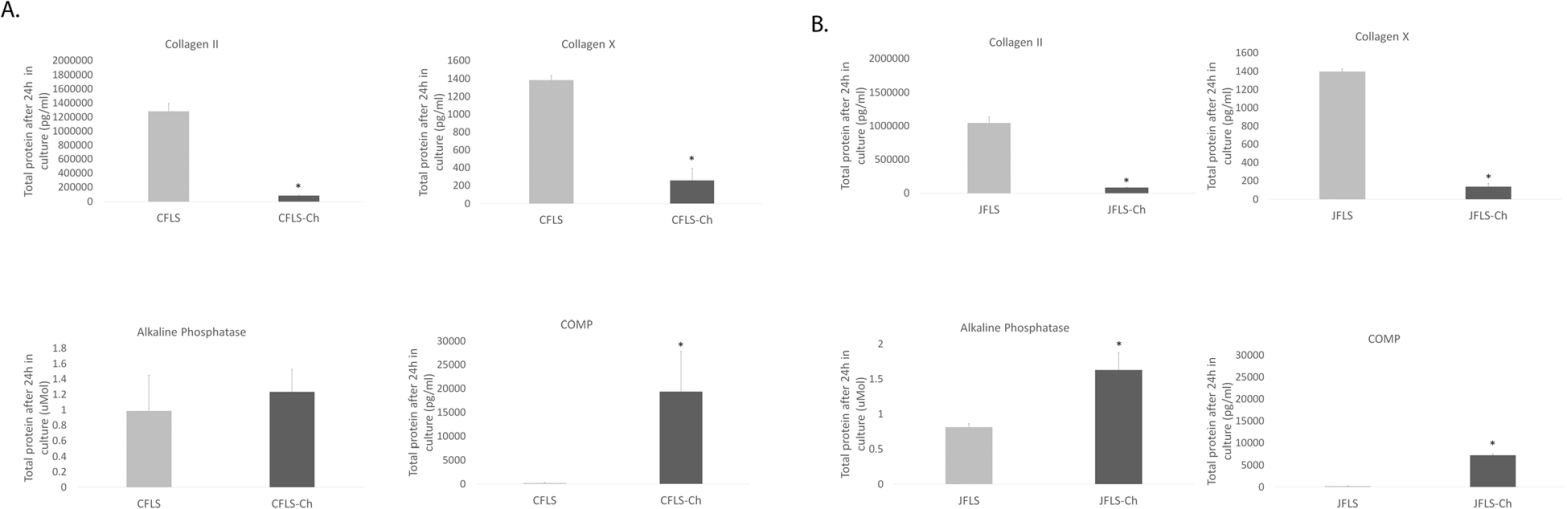
Using ELISA, protein expression was determined for Ch markers. Protein expression of COL2, a marker of proliferating Ch, COLX, a marker of Ch hypertrophy, ALP, a marker of endochondral ossification, and COMP, a marker of late Ch hypertrophy as determined by ELISA on cell media supernatants. The total protein was calculated at 24 h. CFLS-Ch had significant decreases in total protein expression of COL2 (*p* = 0.000) and COLX (*p* = 0.000) when compared with CFLS (**a**). COMP (*p* = 0.009) significantly increases in CFLS-Ch compared to untreated CFLS (**a**). JFLS-Ch significantly downregulate expression of COL2 (*p* = 0.000) and COLX (*p* = 0.000), while ALP (*p* = 0.000) and COMP (*p* = 0.000) expression increases compared with JFLS (**b**)

### JFLS cultured in Ch-conditioned media differentially express BMP antagonists

All BMP antagonists had significant increases in absolute protein concentration at 24 h (NOG *p* = 0.002, CHRD p = 0.002, GREM *p* = 0.001, and FST *p* = 0.002) in CFLS-Ch when compared with untreated CFLS (Fig. 4a). JFLS-Ch also significantly increase secretion of BMP antagonist proteins (NOG *p* = 0.001, CHRD *p* = 0.000, GREM *p* = 0.000, and FST *p* = 0.000) when compared with untreated JFLS (Fig. 4b). Taken together, significant decreases in the total protein expression of cell markers of hypertrophic chondrocytes and significant increases in BMP antagonists, thus inhibiting BMP signaling, suggest Ch secrete factors that prevent diseased FLS from differentiating into mature chondrocyte-like cells.

**Fig. 4:**
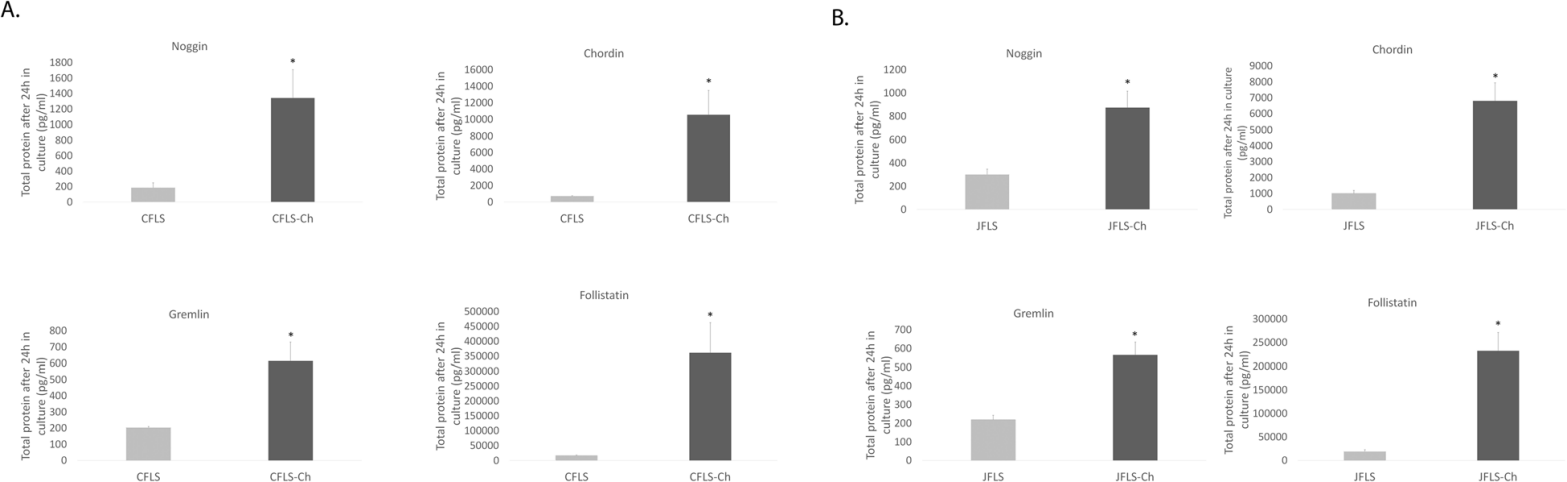
Using ELISA, protein expression was determined for BMP antagonists. CFLS-Ch had significant increases in total protein expressio of BMP antagonists at 24 h (NOG (*p* = 0.002), CHRD (*p* = 0.002), gremlin (GREM) (*p* = 0.001), and follistatin (FST) (*p* = 0.002)) when compared with CFLS (**a**). Conditioned media from Ch influence JFLS to increase total protein amounts of BMP antagonists NOG (*p* = 0.001), CHRD (*p* = 0.000), GREM (*p* = 0.000), and FST (*p* = 0.000) (**b**)

### Exogenous BMP4 has discordant effects on TGFβ protein phosphorylation on FLS cultured in Ch-conditioned media

Previously, we showed that JFLS overexpress BMP4 protein [9]. Additionally, we presented data that suggest JFLS favor BMP4 through increased NOG and CHRD expression and that Ch-conditioned media can upregulate secretion of these antagonists, prompting us to examine the effect of exogenous BMP4 on FLS cultured in Ch-conditioned media. Using protein antibody arrays spotted for phosphorylated proteins specific to TGFβ/BMP signaling (ATF2, c-Fos, c-Jun, SMAD1, SMAD2, SMAD4, SMAD5, and TAK1), we measured the change in intensity in protein phosphorylation at 24 h.

CFLS cultured in Ch-conditioned media and then treated with exogenous BMP4 have significantly less phosphorylation of proteins SMAD2 (*p* = 0.043), SMAD5 (*p* = 0.037), and TAK1 (*p* = 0.040) when compared with CFLS cultured in Ch-conditioned media alone, suggesting exogenous BMP4 can attenuate TGFβ/BMP protein signaling in CFLS-Ch (Fig. 5a). Conversely, JFLS cultured in Ch-conditioned media and then exposed to exogenous BMP4 have significantly increased protein phosphorylation of all measure proteins (ATF2 *p* = 0.000, c-Fos *p* = 0.001, c-Jun *p* = 0.004, SMAD1 *p* = 0.009, SMAD2 *p* = 0.000, SMAD4 *p* = 0.000, SMAD5 *p* = 0.001, and TAK1 *p* = 0.000) compared with JFLS cultured in Ch-conditioned media alone (Fig. 5b). These findings suggest that the TGFβ/BMP signaling, which is attenuated by BMP antagonists in JFLS cultured in Ch-conditioned media alone, is restored in JFLS-Ch exposed to exogenous BMP4.

**Fig. 5:**
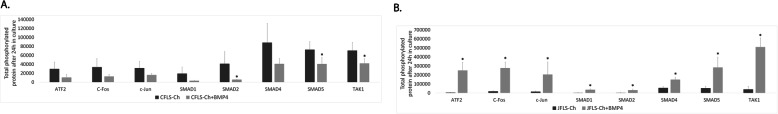
Using antibody arrays spotted for phosphorylated proteins specific to TGFβ/BMP signaling, we measured the total intensity of phosphorylation at 24 h on cell culture supernatants from FLS cultured in conditioned media from Ch (FLS-Ch) and FLS-Ch exposed to exogenous BMP4. CFLS-Ch treated with exogenous BMP4 downregulate the phosphorylation of SMAD2 (*p* = 0.043), SMAD5 (*p* = 0.037), and TAK1 (*p* = 0.040) compared with CFLS-Ch (**a**). JFLS-Ch treated with exogenous BMP4 have increased phosphorylation of ATF2 *p* = 0.000, c-Fos *p* = 0.001, c-Jun *p* = 0.004, SMAD1 *p* = 0.009, SMAD2 *p* = 0.000, SMAD4 *p* = 0.000, SMAD5 *p* = 0.001, and TAK1 *p* = 0.000 compared with JFLS-Ch (**b**)

### Exogenous BMP4 on JFLS cultured in Ch-conditioned media reestablishes the prehypertrophic/hypertrophic chondrocyte-like phenotype seen in untreated JFLS

Given that expression of TGFβ/BMP signaling genes were downregulated in CFLS-Ch and JFLS-Ch, we measured the influence of exogenous BMP4 on FLS cultured in Ch-conditioned media and its effect on downstream prehypertrophic/hypertrophic chondrocyte protein marker expression using ELISA to calculate total protein at 24 h in culture. COL2 (*p* = 0.022) protein expression significantly decreased in CFLS that were cultured in Ch-conditioned media and treated with exogenous BMP4 compared with CFLS cultured in Ch-conditioned media alone, while COLX, ALP, and COMP remain unchanged in these cells (Fig. 6a). Conversely, exogenous BMP4 in JFLS cultured in Ch-conditioned media caused increased protein expression of both prehypertrophic/hypertrophic markers COL2 (*p* = 0.004) and COLX (*p* = 0.021) compared with JFLS cultured in Ch-conditioned media only, suggesting that even though culturing JFLS in Ch-conditioned media alone eradicated the chondrocyte-like phenotype of diseased FLS, exogenous BMP4 can cause these cells to differentiate as prehypertrophic/hypertrophic chondrocytes (Fig. 6b).

**Fig. 6:**
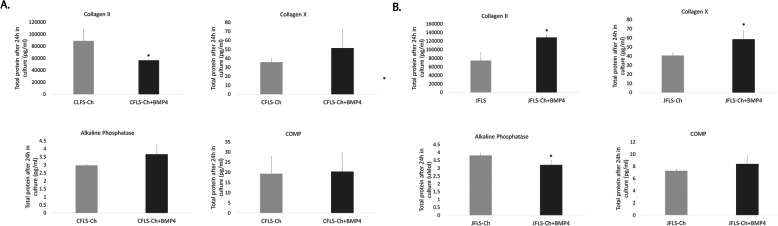
Using ELISA, total protein expression was determined for Ch markers on FLS cultured in Ch-conditioned media and then exposed to exogenous BMP4. Protein expression of COL2, a marker of proliferating Ch, COLX, a marker of Ch hypertrophy, ALP, a marker of endochondral ossification, and COMP, a marker of late Ch hypertrophy as determined by ELISA on cell media supernatants. CFLS-Ch treated with exogenous BMP4 exhibited significant decreases in COL2 (*p* = 0.022) compared with CFLS-Ch (**a**). JFLS-Ch treated with exogenous BMP4 had signifcant increases in COL2 (*p* = 0.004) and COLX (*p* = 0.021) compared with JFLS-Ch, while ALP and COMP remained unchanged (**b**)

### Inhibition of TGFBR1 does not attenuate TGFβ signaling via SMAD2 phosphorylation in JFLS-Ch

Gene expression analysis revealed that in untreated JFLS, SMAD2 expression was significantly upregulated, suggesting TGFβ activation when compared with untreated CFLS. When JFLS were cultured in Ch-conditioned media, SMAD2 was not significantly different in JFLS-Ch compared with JFLS; however, gene expression did increase over 24 h (Supplemental Table 3). These data prompted us to investigate how the inhibition of TGFBR1 in FLS cultured in Ch-conditioned media would affect TGFβ signaling. 

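In JFLS-Ch, SMAD2 had a log2 ratio of 24 h to 6 h of 0.55 ± 0.25 (SD, n = 3 donors), a difference of 0.29 from JFLS (standard error 0.36, adjusted p = 0.794 over the curated lists alone and 0.789 over all clusters, limma; exact two-sided permutation p = 0.6). Its log2 level in JFLS-Ch was 11.33 ± 0.31 after 6 h and 11.82 ± 0.31 after 24 h. In CFLS-Ch the level was 11.61 after 6 h and 11.66 after 24 h.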

Using antibody arrays spotted for phosphorylated proteins specific to TGFβ/BMP signaling (ATF2, c-Fos, c-Jun, SMAD1, SMAD2, SMAD4, SMAD5, and TAK1), we measured the change in intensity in protein phosphorylation after 24 h in culture.

There were no significant differences in the phosphorylation of these proteins when CFLS-Ch were exposed to the TGFBR1 inhibitor compared with CFLS cultured in Ch-conditioned media only (Fig. 7a). JFLS-Ch treated with TGFBR1 inhibitor had significantly less phosphorylation of c-Fos (*p* = 0.042), a TGFβ mediator, compared with JFLS cultured in Ch-conditioned media only (Fig. 7b). While not significant, SMAD2 and SMAD4 have decreased protein phosphorylation in JFLS-Ch treated with TGFBR1 inhibitor compared to JFLS in Ch-conditioned media alone, suggesting that TGFβ signaling via SMAD proteins is downregulated in these cells (Fig. 7b).

**Fig. 7:**
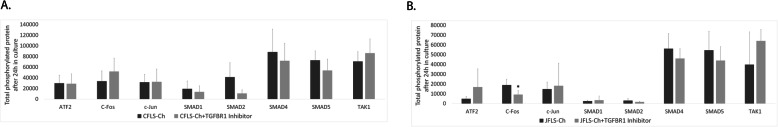
Using antibody arrays spotted for phosphorylated proteins specific to TGFβ/BMP signaling, we measured the total intensity of phosphorylation at 24 h on cell culture supernatants from FLS cultured in conditioned media from Ch and FLS-Ch treated with a TGFBR1 inhibitor. The phosphorylation of ATF2, c-fos, c-Jun, SMAD1, SMAD2, SMAD4, SMAD5, and TAK1 remained unchanged in CFLS-Ch treated with the TGFBR1 inhibitor when compared with CFLS-Ch (**a**). JFLS-Ch treated with the TGFBR1 inhibitor had decreased phosphorylation of c-fos (*p* = 0.041) compared with JFLS-Ch (**b**)

### Inhibition of TGFBR1 in JFLS cultured in Ch-conditioned media restores the prehypertrophic/hypertrophic chondrocyte-like phenotype seen in untreated JFLS

Quantitative ELISA revealed that ALP (*p* = 0.029) protein expression significantly increases in CFLS that were cultured in Ch-conditioned media and treated with the TGFBR1 inhibitor compared with CFLS cultured in Ch-conditioned media alone, while COLII, COLX, and COMP remained unchanged after 24 h in culture (Fig. 8a). Inhibition of TGFBR1 in JFLS cultured in Ch-conditioned media caused increased protein expression of COL2 (*p* = 0.022) compared with JFLS cultured in Ch-conditioned media alone, suggesting that even though culturing JFLS in Ch-conditioned media alone eradicated the chondrocyte-like phenotype of diseased FLS, inhibition of TGFβR1 can restore expression of a prehypertrophic chondrocyte marker. This response is not as effective as exogenous BMP4 at restoring the chondrocyte-like phenotype of JFLS cultured in Ch-conditioned media.

**Fig. 8:**
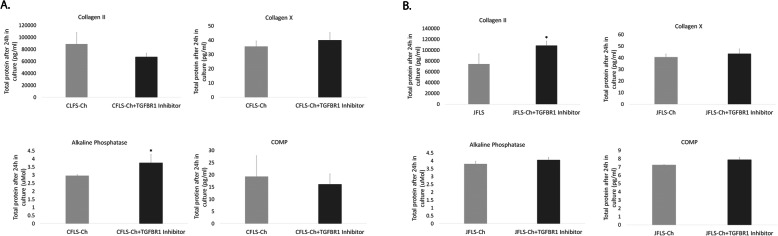
Using ELISA, total protein expression was determined for Ch markers on FLS cultured in Ch-conditioned media and then treated with TGFBR1 inhibitor. Protein expression of COL2, a marker of proliferating Ch, COLX, a marker of Ch hypertrophy, ALP, a marker of endochondral ossification, and COMP, a marker of late Ch hypertrophy as determined by ELISA on cell media supernatants. CFLS-Ch treated with the TGFBR1 inhibitor had increased expression of ALP (*p* = 0.029) compared with CFLS-Ch, while COL2, COLX, and COMP remained unchanged (**a**). JFLS-Ch treated with the TGFBR1 inhibitor had signifcant increases in COL2 (*p* = 0.022) compared with JFLS-Ch, while COLX, ALP, and COMP had no significant changes (**b**)

## Discussion

Consistent with our previously reported observations [9], we show that cultured JFLS have a phenotype that mirrors mature chondrocytes. Specifically, after just 24 h in culture, JFLS have significant increases in gene expression of MMP9, PCNA, and MMP12, reflective of proliferating, prehypertrophic chondrocytes [8]. At confluence, JFLS secrete proteins characteristic of mature and hypertrophic chondrocytes (COL2, COLX, and COMP). While we can characterize JFLS as mimicking chondrocytes in cell culture, we are far from having a thorough understanding of how this cell type contributes to the bony overgrowth observed in affected joints of patients with JIA.

The process of EBF is complex, and many signaling pathways contribute to this process of long bone creation during development. The TGFβ superfamily plays a critical role in EBF, and there is a sophisticated balance between TGFβ and BMP-specific signaling to carry chondrocytes through from proliferation, to hypertrophy, and eventually apoptosis [30]. The data in this study indicate that JFLS have decreased expression of BMP-related genes (BMPR1a and BMP2), prompting us to investigate how JFLS regulate BMP through its antagonists. JFLS secrete significant amounts of noggin and chordin protein, two antagonists with high affinity for BMP4 [31, 32]. Taken together, JFLS in culture are able to create a microenvironment that is favorable for EBF and may play a direct role in the joint growth disturbances seen in affected joints of patients with JIA.

We show, for the first time, an interaction between JFLS and normal chondrocytes using a conditioned-media cell culture model. The data in this study indicate that Ch-conditioned media has an antagonistic effect on the chondrocyte-like phenotype exhibited by JFLS. Microarray analysis revealed a divergent effect on JFLS cultured in Ch-conditioned media when compared with JFLS cultured in their respective media. Specifically, Ch-conditioned media attenuated TGFβ signaling through a significant decrease in TGFβ-inducing gene. Furthermore, genes expressed by hypertrophic chondrocytes are also downregulated in JFLS-Ch, while MATN3, an inhibitor of chondrocyte hypertrophy during EBF [29], is overexpressed in JFLS-Ch. When examining the protein secretion profile of JFLS cultured in Ch-conditioned media, chondrocytes influence JFLS to decrease the amount of COL2, COLX, and COMP, prominent markers of mature and hypertrophic chondrocytes. This fluidity of the abnormal chondrocyte-like phenotype seen in JFLS thus far could be attributed to the pluripotent properties of FLS and cell plasticity that allows them to acclimate to influences in their culture environment, namely media containing growth factors and metabolites from normal chondrocytes.

Another possibility is that media from normal chondrocytes can influence JFLS to revert to a proliferative state, as indicated by a significant upregulation of BMP antagonists noggin, chordin, gremlin, and follistatin. A study by Keller et al. indicates that TGFβ is favored by proliferating and prehypertrophic chondrocytes, and that the crosstalk between TGFβ and BMP results in a decrease in TGFβ signaling instead of an increase in BMP signaling as chondrocytes progress through EBF [30].

Given that JFLS differentiate down a chondrocyte lineage and that conditioned media from chondrocytes can abrogate this phenotype, we examined the mechanism by which TGFβ and BMP can influence the altered population of JFLS-Ch. Exogenous BMP4 can cause JFLS-Ch to increase phosphorylation of BMP proteins and promote secretion of COL2 and COLX. BMP4 promotes hypertrophy in chondrocytes [31] and appears to be having the same effect on JFLS cultured in Ch-conditioned media further supporting the notion that BMP is favored by cells undergoing hypertrophy during EBF [33].

Inhibiting TGFβR1 had a similar effect as exogenous BMP4 on JFLS cultured in Ch-conditioned media. These cells significantly increased secretion of COL2. On the basis of our aforementioned data, we postulate that JFLS-Ch emulate proliferating/prehypertrophic chondrocytes and that exposing these cells to a TGFβR1 inhibitor promotes crosstalk between signaling pathways, allowing for unencumbered BMP signaling to differentiate JFLS cultured in Ch-conditioned media toward hypertrophy.

Exposing JFLS cultured in Ch-conditioned media to exogenous BMP4 elicited a robust restorative response of chondrocyte-like phenotype seen in untreated JFLS, suggesting this growth factor may translate to clinical implications. Based on our findings, we conclude that BMP4 influences the cell culture microenvironment of JFLS. Further studies examining levels of BMP4 in affected joint synovial fluid and the inhibition of BMP4 would need to be conducted. Increased BMP4 seen in untreated JFLS suggests that blocking this growth factor in vivo could prevent the hypertrophy of these cells and possibly prevent joint growth disturbances seen in JIA.

We recognize there are limitations to this study, namely our sample size and isolating FLS and Ch in culture. We must consider the possibility that using normal primary adult Ch could contribute to an age-related response. There are many contributing influences in vivo that contribute to the pathogenesis of JIA, and it is known that inflammatory factors can promote EBF; however, we have established a contributing role of JFLS in joint growth disturbances of affected joints.

## Conclusions

In conclusion, JFLS in vitro have a prehypertrophic/hypertrophic chondrocyte-like phenotype and produce a microenvironment favorable for EBF. Conditioned-media from normal chondrocytes can deconstruct this microenvironment by attenuating TGFβ/BMP gene expression and BMP antagonist protein expression. Chondrocytes may influence JFLS to dedifferentiate toward a proliferative state. Specifically, exogenous BMP4 or the inhibition of TGFβR1 can overcome this influence of chondrocytes on JFLS, and JFLS resume a phenotype similar to hypertrophic chondrocytes. Our data are the first to isolate this interaction between two prominent cell types found in the joints of patients with JIA. Additionally, we propose a novel role for JFLS, suggesting that these cells, without being reliant on chondrocytes, could contribute directly to EBF based on their chondrocyte-like phenotype and the regulation of TGFβ/BMP in these cells. Lastly, this unique behavior of JFLS could explain a possible process and mechanism for which joint growth disturbances occur in joints of patients with JIA.

## Supplementary Information

**Additional file 1: Table 1.** Differentially expressed genes with a 1%FDR. 

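The values of Table S1 are log2 differences with the level in Ch-conditioned media subtracted from that in regular media, so a positive value stands for a lower level in CFLS-Ch or JFLS-Ch. Of its entries for CFLS, 162 were higher and 85 lower in CFLS-Ch after 6 h by the means of the deposited values, and 206 passed an FDR of 5% when only the 6 arrays compared entered limma. Of its entries for JFLS, 7 were higher and 24 lower in JFLS-Ch, and 0 passed an FDR of 5% in that fit.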

Utilizing an unbiased approach to globally characterize FLS and FLS cultured in conditioned media from Ch, we discovered distinct discordances in gene expression. LIMMA analysis revealed 246 genes differentially expressed in CFLS vs CFLS cultured in conditioned media from chondrocytes (CFLS-Ch) and 31 genes differentially expressed in JFLS vs conditioned media from chondrocytes (JFLS-Ch) after 6 h in culture (1% FDR).

**Additional file 2: Table 2.** Top ‘Ready-Analysis’ genes for both untreated FLS and FLS cultured in conditioned media from chondrocytes. LIMMA was performed on all 21,448 transcript clusters included on Clariom S Array. Table includes gene symbol of the top ‘ready-analysis’ genes as determined by Ingenuity Pathway Analysis for untreated FLS and FLS-Ch after LIMMA analysis was performed to determine differentially expressed genes with a 1% FDR. Additionally, genes are listed that regulate these genes and genes that are regulated by the top ‘ready-analysis’ genes.

**Additional file 3: Table 3.** Curated list of TGFβ/BMP signaling genes. Table contains the list of 27 genes specific to TGFβ/BMP signaling. This list was generated using Ingenuity Pathway Analysis (IPA). Differentially expressed genes with an FDR of 1% were input into IPA and TGFβ/BMP pathway and top ‘ready-analysis’ genes were related to this signaling pathway. Based on this finding, we analyzed these genes using Excel and provided the averages, standard deviations, and *p*-values for all genes analyzed in this table.

**Additional file 4: Table 4.** Curated list of genes related to chondrocyte proliferation, maturation, and hypertrophy. This list was generated using Ingenuity Pathway Analysis (IPA). Differentially expressed genes with an FDR of 1% were input into IPA and top networks pertaining to cell differentiation were examined. A list was curated for genes specific to chondrocytes. We analyzed these genes using Excel and provided the averages, standard deviations, and *p*-values for all genes analyzed in this table.

## Data Availability

The microarray datasets used and/or analyzed during the current study are available on GEO using accession number GSE165626. The ELISA and phosphorylation protein assay datasets are available on FigShare using the following link: https://figshare.com/s/36109a85c13ac0fbf259 License: CC BY 4.0.

## Abbreviations

JIA: Juvenile Idiopathic Arthritis
FLS: Fibroblast-like Synoviocytes
JFLS: JIA FLS
BMP4: Bone Morphogenetic Protein 4
EBF: Endochondral bone formation
Ch: Chondrocytes
CFLS: Control FLS
COL2: Collagen II
COLX: Collagen X
ALP: Alkaline Phosphatase
CFLS-Ch: CFLS with Ch-conditioned media
JFLS-Ch: JFLS with Ch-conditioned media

# Supplementary material for: The culture microenvironment of juvenile idiopathic arthritis synovial fibroblasts is favorable for endochondral bone formation through BMP4 and repressed by chondrocytes
**Source:** Pediatr Rheumatol Online J. 2021 May 12;19:72. doi: 10.1186/s12969-021-00556-8
**Supplement:** Supplementary file 1 — Additional file 1: Table 1. Differentially expressed genes with a 1%FDR. Utilizing an unbiased approach to globally characterize FLS and FLS cultured in conditioned media from Ch, we discovered distinct discordances in gene expression. LIMMA analysis revealed 246 genes differentially expressed in CFLS vs CFLS cultured in conditioned media from chondrocytes (CFLS-Ch) and 31 genes differentially expressed in JFLS vs conditioned media from chondrocytes (JFLS-Ch) after 6 h in culture (1% FDR).

Transcript Cluster ID	CFLS v CFLS-Ch	Transcript Cluster ID	JFLS v JFLS-Ch
TC2200009231.hg.1	-2.200382326	TC1200008659.hg.1	1.62700342
TC1200006649.hg.1	-1.898279294	TC1300010011.hg.1	1.857657576
TC1200010016.hg.1	1.472368412	TC1000010911.hg.1	1.686409221
TC0700011119.hg.1	-1.881196204	TC1200010752.hg.1	1.61610607
TC1000008092.hg.1	-1.403097564	TC1900008513.hg.1	1.072420644
TC0100015754.hg.1	3.694566569	TC0500008619.hg.1	1.635871215
TC1500009204.hg.1	1.239332881	TC1000011287.hg.1	1.150359876
TC0300010772.hg.1	3.053852823	TC1100011485.hg.1	2.19613468
TC0100012473.hg.1	-1.818672214	TC1500009149.hg.1	-1.4559126
TC0500009629.hg.1	-1.600840068	TC0200016623.hg.1	1.126871312
TC1500010783.hg.1	-2.002062231	TSUnmapped00000174.hg.1	1.930870915
TC1700011919.hg.1	1.791767193	TC1600007424.hg.1	1.555994579
TC1200010615.hg.1	-2.499819738	TC1100006456.hg.1	1.372019861
TC1600011373.hg.1	-1.91210333	TC1900010716.hg.1	-1.335991304
TC0X00007709.hg.1	-1.864626565	TC0500010478.hg.1	1.178766614
TC1100010505.hg.1	2.785804758	TC1700009037.hg.1	1.211218169
TC1200012265.hg.1	-1.466157468	TC1400008908.hg.1	-1.771956909
TC1700011984.hg.1	4.511070936	TC1200011755.hg.1	-1.858169301
TC0400007556.hg.1	-1.709716885	TC1000007905.hg.1	1.028050682
TC1200012716.hg.1	-1.416215437	TC1900011997.hg.1	1.355431834
TC0100011276.hg.1	-1.469773685	TC0400007784.hg.1	1.268541233
TC1400010615.hg.1	-1.407797504	TC0700008963.hg.1	1.418600321
TC0100008152.hg.1	-1.322162373	TC0700008454.hg.1	1.364918322
TC0200010837.hg.1	-1.955483886	TC1600007251.hg.1	1.335343902
TC0900012167.hg.1	2.240489131	TC0800010158.hg.1	-1.265213176
TC1500008988.hg.1	-1.999681658	TC0300011517.hg.1	1.421718517
TC0200016452.hg.1	3.442244092	TC1100009924.hg.1	1.498780062
TC0700006913.hg.1	2.56445914	TC2200008008.hg.1	1.278408994
TC0100013873.hg.1	2.787676111	TC1200010615.hg.1	-2.015574501
TC1600011372.hg.1	-1.586195994	TSUnmapped00000016.hg.1	1.339356261
TC1000012589.hg.1	-1.552391595	TC0900010922.hg.1	-1.263562657
TC2200009257.hg.1	2.107148117		
TC1100011797.hg.1	2.300820271		
TC1000011718.hg.1	-1.7085525		
TC0400008663.hg.1	2.749392807		
TC1500008995.hg.1	-1.83107136		
TC1600011398.hg.1	1.015571906		
TC0100015810.hg.1	-1.442598121		
TC0900009932.hg.1	-1.467585429		
TC1200009217.hg.1	-0.945389969		
TC1900009769.hg.1	-1.567948174		
TC1300008272.hg.1	1.731959222		
TC0X00011163.hg.1	-1.553439998		
TC0700012761.hg.1	3.87979084		
TC0800011561.hg.1	-0.97193856		
TC1900008498.hg.1	0.974710638		

TC1200007866.hg.1	-1.369356709
TC2200006601.hg.1	-1.327423344
TC1600008675.hg.1	2.138814537
TC1300008716.hg.1	1.488811962
TC0200008291.hg.1	-2.003022575
TC0100009211.hg.1	-1.426627514
TC2000009882.hg.1	0.903011192
TC0200016787.hg.1	-1.247884552
TC0100010791.hg.1	1.145796385
TC1400010629.hg.1	3.420333918
TC0900011379.hg.1	1.842972941
TC0700008522.hg.1	-1.235678279
TC0300006968.hg.1	-2.608355362
TC0500007465.hg.1	1.774034164
TC2000006781.hg.1	-0.965920987
TC0700013620.hg.1	-1.790684647
TC0400008882.hg.1	1.589766036
TC0400012057.hg.1	-1.238778894
TC0400008362.hg.1	-1.525607055
TC0300011306.hg.1	-1.277678481
TC1000012329.hg.1	-2.008556757
TC0300012186.hg.1	-1.502013397
TC0100017945.hg.1	-1.254828847
TSUnmapped00000351.hg.1	1.013886696
TC1600011566.hg.1	-1.128721977
TC1500008225.hg.1	-1.588763498
TC0700007392.hg.1	1.519352381
TC0500009559.hg.1	-1.635855038
TC2000008955.hg.1	-0.921736881
TC2200009275.hg.1	-1.299371425
TC0100013925.hg.1	-1.222424609
TC0700012512.hg.1	1.851841914
TC0200016654.hg.1	-1.35073401
TC1100008175.hg.1	-1.56141062
TC2000008007.hg.1	-0.975631269
TC1700011233.hg.1	-1.803963638
TC2200008346.hg.1	3.155667082
TC2200008203.hg.1	-1.43851327
TC0200016732.hg.1	-1.269926191
TC1100009981.hg.1	1.29386428
TC2000007227.hg.1	-1.313445596
TC0100018438.hg.1	2.151253545
TC1900007688.hg.1	-1.511850482
TC1200009735.hg.1	-1.208054734
TC0500008229.hg.1	1.991288494
TC1100012315.hg.1	-1.171704747
TC1000010452.hg.1	-1.39255637

TC1700006546.hg.1	-1.530565886
TC1400010339.hg.1	-1.119096316
TC1100013147.hg.1	-1.026298629
TC0100018237.hg.1	-1.138242568
TC0100018435.hg.1	-1.52786304
TC0600007613.hg.1	3.098862958
TC0400008271.hg.1	2.581056119
TC1700012309.hg.1	-1.234968048
TC0X00007668.hg.1	-1.103101499
TC0200009281.hg.1	-1.235342221
TC1000007092.hg.1	2.701463239
TC0500007668.hg.1	-1.576577063
TC0900012212.hg.1	-3.353645061
TC0100008321.hg.1	-1.92047825
TC0100016431.hg.1	2.104056245
TC1700010190.hg.1	-1.466266886
TC1100007940.hg.1	1.56157901
TC1900008300.hg.1	1.887370893
TC0300013813.hg.1	1.488741579
TC0100006840.hg.1	-0.94598086
TC1500008984.hg.1	-1.905570306
TC1500009283.hg.1	1.621320695
TC1900011651.hg.1	1.105297822
TC0200006440.hg.1	-1.630511409
TC0100013709.hg.1	1.486977125
TC1700006702.hg.1	-1.245472484
TC1900008057.hg.1	2.221527551
TC0700008190.hg.1	2.338468793
TC1900006795.hg.1	-1.252375462
TC0400011144.hg.1	1.949997206
TC1900010523.hg.1	-1.018152414
TC1100012526.hg.1	2.950482226
TC2000007792.hg.1	-1.263811691
TC0200015216.hg.1	-1.389516154
TC0200013079.hg.1	-1.502842012
TC0700006484.hg.1	-1.053455645
TC0900006481.hg.1	-2.370436181
TC0500013245.hg.1	1.806991585
TC1200009172.hg.1	-1.849158619
TC1400010636.hg.1	-1.987218293
TC0200006536.hg.1	-1.000442081
TC0100015352.hg.1	-1.703303027
TC0800007316.hg.1	-2.442078722
TC1600007513.hg.1	-1.324292166
TC0500010999.hg.1	-1.076005296
TC0400012891.hg.1	1.229658142
TC0600007616.hg.1	2.139029448

TC1100013185.hg.1	-1.489919206
TC1900011707.hg.1	-0.964085808
TC1800008162.hg.1	-1.698588026
TC1500010658.hg.1	-1.499951959
TC1100007210.hg.1	-0.893371227
TC1900008103.hg.1	1.434537772
TC0600007012.hg.1	2.82094932
TC1600008906.hg.1	-1.221386111
TC1700012477.hg.1	1.51766862
TC1100007408.hg.1	1.366580952
TC1200007710.hg.1	-1.124822766
TC0200013112.hg.1	-1.206111544
TC1700012468.hg.1	-1.975425128
TC0100011552.hg.1	1.603298664
TC0500011702.hg.1	-1.616717398
TC0300013847.hg.1	-1.638168537
TC0200009134.hg.1	-1.442859054
TC0600014237.hg.1	-1.113947619
TC2200009351.hg.1	-1.080217793
TC1000007199.hg.1	1.664433444
TC1700006464.hg.1	-1.874166444
TC1200012206.hg.1	-1.681627811
TC0800010154.hg.1	-1.135812105
TC0300008989.hg.1	-1.783039091
TC0100017142.hg.1	3.463267411
TC1700011128.hg.1	0.980293215
TC0700009134.hg.1	-2.533855065
TC0500012282.hg.1	-0.781090131
TC1200009964.hg.1	1.671632303
TC0500009614.hg.1	-1.527329075
TC1500009804.hg.1	1.123372088
TC0100011767.hg.1	-1.821997004
TC1200012721.hg.1	-1.378500748
TC0700013596.hg.1	-1.074228168
TC0500008653.hg.1	-1.670974686
TC1100009237.hg.1	1.138098215
TC1700006644.hg.1	-1.613481474
TC0400011053.hg.1	7.716931464
TC0500009787.hg.1	1.123526632
TC2200007361.hg.1	-1.612025462
TC2200006641.hg.1	-1.212454294
TC0100013756.hg.1	-1.628167742
TC0700008494.hg.1	-1.125440323
TC1900011857.hg.1	-1.762341421
TC1900010856.hg.1	-1.502315322
TC1800008231.hg.1	-0.958642291
TC0100015781.hg.1	0.993709483

TC0300010213.hg.1	-1.179090469
TC2200009278.hg.1	-1.376064671
TC1000009172.hg.1	-1.190252634
TC1600011513.hg.1	-1.548381107
TC1700010084.hg.1	-1.003912693
TC0300012718.hg.1	-1.745479914
TC1700009236.hg.1	-2.439219793
TC0700009872.hg.1	-1.546452086
TC1000008575.hg.1	-0.811166417
TC1900006890.hg.1	-1.358465176
TC0200010567.hg.1	-1.203383609
TC2000010022.hg.1	2.391730905
TC1900006520.hg.1	-1.999549839
TC0500008698.hg.1	1.263842909
TC0200007205.hg.1	2.290203784
TC1100012535.hg.1	2.083317938
TC1700007017.hg.1	-1.325037617
TC0300011801.hg.1	-1.582099353
TC1700007890.hg.1	1.489737165
TC0300013804.hg.1	-1.480297079
TC1600009252.hg.1	2.370361393
TC2200008829.hg.1	-1.112600708
TC1300007780.hg.1	-1.105661491
TC0200015211.hg.1	1.581928753
TC1200009131.hg.1	-1.00873999
TC1100009904.hg.1	-0.972570992
TC1200012163.hg.1	-1.322394976
TC0900011428.hg.1	-1.208239269
TC2200008734.hg.1	1.208560339
TC1100007301.hg.1	-2.820304495
TC1700012058.hg.1	-1.400495412
TC0900009106.hg.1	-0.995276234
TC1400007207.hg.1	1.303663915
TC2200007035.hg.1	-1.016950808
TC0600014045.hg.1	-0.971854204
TC1000008396.hg.1	8.935948449
TC0500012163.hg.1	-1.368424069
TC1900008013.hg.1	-1.083702833
TC0900011496.hg.1	-0.863278743
TC0900006442.hg.1	1.871286202
TC1100012514.hg.1	-1.125424323
TC0300013833.hg.1	-1.214145618
TC0600011357.hg.1	2.115894835
TC0100015355.hg.1	-1.421176115
TC0800010551.hg.1	1.580471095
TC0600008120.hg.1	1.71415901
TC0700012427.hg.1	0.938257915

TC0X00007690.hg.1	-1.000085035
TC0700011847.hg.1	-1.467190241
TSUnmapped00000195.hg.1	-1.145638089
TC0700011603.hg.1	1.657570258
TC2200007963.hg.1	1.302221518
TC0500012354.hg.1	-1.018438265
TC1000009090.hg.1	1.382738375
TC1400007548.hg.1	2.201243633
TSUnmapped00000077.hg.1	-1.458785308
TC1100006644.hg.1	1.327592568
TC0100010672.hg.1	1.118717332
TC0600011560.hg.1	-1.676790997
TC1000012510.hg.1	-1.530688959

# Supplementary material for: The culture microenvironment of juvenile idiopathic arthritis synovial fibroblasts is favorable for endochondral bone formation through BMP4 and repressed by chondrocytes
**Source:** Pediatr Rheumatol Online J. 2021 May 12;19:72. doi: 10.1186/s12969-021-00556-8
**Supplement:** Supplementary file 2 — Additional file 2: Table 2. Top ‘Ready-Analysis’ genes for both untreated FLS and FLS cultured in conditioned media from chondrocytes. LIMMA was performed on all 21,448 transcript clusters included on Clariom S Array. Table includes gene symbol of the top ‘ready-analysis’ genes as determined by Ingenuity Pathway Analysis for untreated FLS and FLS-Ch after LIMMA analysis was performed to determine differentially expressed genes with a 1% FDR. Additionally, genes are listed that regulate these genes and genes that are regulated by the top ‘ready-analysis’ genes.

Top 'Ready-Analys' Genes		Gene	Regulates	Regulated by
	CFL5			
		IFIT2	TNF, IL6, IL12B, IL1B, PRKCI, IRF3	IFNB1, IFNA2, STAT1, TICAM1, STAT2
		CXCL10	CXCR3, MMP9, ERK1/2, AKT, IL6, PI3K, CXCL10, IL1A, IL1B, TNF, TGFB1, IL2, CXCL9	TNF, IL1B, STAT1, TLR4, TLR3, IL10, IFNB1, TICAM1
		NPTX1	KOHL2, SYP, DLG4, VEGFA, ROR, BAX	HTT, IAK1/2, CARD9, SNCA, CTNNA1
		ZC3HAW1	IL6, IFNA1, CXCL10, IFNAA, TNF, IRF3	EIF2AK2, NKG2-3, PAF1, MAPK1
		CTSK	COL1A1, COL2, ACP5, APOB, CXCL11, CXCL10, CXCL9, CXCL8, CXCL5, CXCL3, CXCL2	TNFSF11, CSF1, MITF, NPC1, IL13, IL6, TGFB1, IL4, NFATC1
	CFL5-Ch			
		PLIN3	LEP, PLIN3, UCP1, UCP2, PCK1	PPARG, PPARG, PPARG, SCP2
		SLC16A3	IL12, CASP3, MMP9, IL1B, NOS2, TNF, IL6	HF1A, MYC, IKKKE, MAPT, EGLN, CSF1, IL15
		VLDR	DAB1, SLC38A5, TNFAIP3, SLC2A1, APOB, ABCA1	MYLIP, PPARG, PLN, NFAT5
		MIF	TNF, IL1B, JUN, TLR4, ERK1/2, CXCL8, IL6, TIMP1, CCL2, CCND1, MMP1, IL17A	HF1A, IL1B, AGT, IFNG, MYC, TNF, P38 MAPK, TGFB, IL15
		BNIP3	BCL2L1, GABARAPL2, MAP1LC3B, AIFM1, BCL2, RHEB, EIF4EBP1	FOXO3, HF1A, TP53, E2F1, EGLN, TRPM2, MAPK, SIRT1
	JFL5			
		SHANK2	SLC9A3, CFTR, GRIN2, NCF1	SOD1, HMOA3, RUNX1, RARA, ESR1, MAPK1, CYP1B1, CYP1A1, CYP1A2, SSTR2, SST
		BCL2L14	MILK, BCL2L14, MAPK1, ERK, ERK1/2, TNF	DDP, TEF, IFNA2, IFNAR1, IFNAR2, MELE
		IL3	BCL2L1, STAT5, OSH, MYC, FIM1, CSF1R, FOS, CD40, IAK2, CD80, BCL2, IL3RA, SLC2A1	IL1, CD28, IL4, CD3, IL12, RUNX1, TNF, BCL2
		ZG16	IL6, IFNG	ARNT2, SIM1
		PROKR2	PROKR2, STAT3, HF1A, CDC25A, BCL2, FOS, VEGFA, IL1B, PROKR1, AKT, NFATC3	STAT3, CSF3, HTT, TNF, CSF2, STAT5, STAT1, ERK1, ERK2, IL6, IL2
	JFL5-CH			
		IMBR1	MAGEA11, PTPRN, TCTN3, FVC2, TCTN2, CBR3, LCN1	NR2F2
		NPYB	FGFR2, DSPP, PCK1, BCL2L1, COL1A1, SNAI1, CDH2, CDH1, TIP1, TWIST1, ACTA2, CTNNA1	ESR1, BMP2, GCG, NCAM1, IL1B
		NDUFAF1	ECSIT, NDUFS3, ACAD9, TMEM126B, TIMMDC1, HSPD1, PPP2R2D, NDUFA13, NDUFA8, UPA1, FAS	NR2C2, TLE3, SOD1, FOXO1, TP53
		COQ8B	P2RX4, CD27, TGFB2, RNF123, EGLN3, SLC2A12, APUNR, CD70, VIPR2, PITRM1, COQ5, PMPCA, ATP5PB	NR3C1
		ZNF510	STR13, TGFB2, SMAD2, EGFR, CCND1, APC, PTPRJ, CDH1	BRAF, BUB1, DLC1, PDGFR, PDGFR, MLH3, CTNNA1

# Supplementary material for: The culture microenvironment of juvenile idiopathic arthritis synovial fibroblasts is favorable for endochondral bone formation through BMP4 and repressed by chondrocytes
**Source:** Pediatr Rheumatol Online J. 2021 May 12;19:72. doi: 10.1186/s12969-021-00556-8
**Supplement:** Supplementary file 3 — Additional file 3: Table 3. Curated list of TGFβ/BMP signaling genes. Table contains the list of 27 genes specific to TGFβ/BMP signaling. This list was generated using Ingenuity Pathway Analysis (IPA). Differentially expressed genes with an FDR of 1% were input into IPA and TGFβ/BMP pathway and top ‘ready-analysis’ genes were related to this signaling pathway. Based on this finding, we analyzed these genes using Excel and provided the averages, standard deviations, and p-values for all genes analyzed in this table.

Gene	Averages	CFLS	CFLS-Ch	JFLS	JFLS-Ch	Standard Deviation	CFLS	CFLS-Ch	JFLS	JFLS-Ch	p-value	CFLS v JFLS	CFLS v CFLS-Ch	JFLS v JFLS-Ch
Smad1		0.203	0.163	0.235	-0.070		0.089	0.487	0.424	0.158		0.452	0.448	0.154
Smad5		0.208	0.094	0.061	-0.001		0.043	0.054	0.142	0.050		0.081	0.023	0.256
Smad9		0.808	0.568	0.690	0.413		0.158	0.159	0.307	0.380		0.294	0.069	0.191
Smad2		0.031	0.014	0.124	0.147		0.015	0.059	0.048	0.039		0.016	0.327	0.286
Smad4		0.089	0.130	0.084	0.099		0.048	0.038	0.093	0.122		0.469	0.154	0.437
Smad6		1.152	1.017	1.103	0.947		0.288	0.180	0.452	0.327		0.441	0.266	0.327
Smad7		0.081	-0.239	-0.039	-0.250		0.165	0.150	0.290	0.090		0.283	0.035	0.148
Smad3		-0.244	-0.533	-0.445	-0.715		0.230	0.277	0.339	0.295		0.222	0.118	0.178
SKI		0.443	0.375	0.345	0.432		0.244	0.183	0.276	0.144		0.336	0.361	0.327
Smurf1		-0.195	-0.195	-0.236	-0.381		0.075	0.058	0.020	0.178		0.206	0.500	0.116
Smurf2		-0.147	0.042	0.035	0.162		0.363	0.163	0.416	0.505		0.300	0.229	0.377
BMP3		-0.038	-0.048	0.025	0.080		0.141	0.084	0.143	0.125		0.308	0.460	0.321
BMPR1a		0.451	0.374	0.246	0.377		0.076	0.117	0.034	0.208		0.007	0.199	0.170
BMP1		0.214	0.510	0.187	0.112		0.055	0.077	0.028	0.108		0.245	0.003	0.156
bmpr1b		0.023	-0.409	0.112	0.056		0.087	0.120	0.333	0.158		0.338	0.003	0.402
bmp2		-0.257	-0.404	-0.957	-0.349		0.240	1.090	0.460	0.720		0.041	0.415	0.143
bmpr2		0.399	0.069	0.179	0.140		0.084	0.056	0.183	0.042		0.065	0.002	0.372
bmp4		0.304	0.781	0.551	0.156		0.417	0.875	0.642	0.169		0.303	0.221	0.180
tgfb1		0.493	0.399	0.285	0.414		0.157	0.299	0.077	0.230		0.054	0.328	0.204
tgfbr1		-0.075	-0.279	-0.173	-0.251		0.330	0.208	0.258	0.285		0.354	0.208	0.371
tgfb2		-0.149	-0.264	-0.476	-0.538		0.287	0.560	0.162	0.448		0.080	0.383	0.416
tgfbr2		-0.313	-0.147	-0.151	-0.102		0.038	0.175	0.209	0.287		0.128	0.091	0.413
tgfb3		-0.274	-0.716	-0.612	-1.025		0.257	0.305	0.477	0.251		0.170	0.064	0.128
tgfbr3		-0.286	-0.032	0.041	0.137		0.221	0.120	0.398	0.438		0.141	0.078	0.396
tgfbi		0.087	0.076	0.143	-0.029		0.072	0.116	0.067	0.060		0.189	0.448	0.016
bmp7		-0.070	-0.036	0.033	-0.078		0.131	0.052	0.078	0.096		0.153	0.349	0.097
gdf5		0.457	0.005	0.201	-0.181		0.207	0.219	0.521	0.560		0.237	0.030	0.219

# Supplementary material for: The culture microenvironment of juvenile idiopathic arthritis synovial fibroblasts is favorable for endochondral bone formation through BMP4 and repressed by chondrocytes
**Source:** Pediatr Rheumatol Online J. 2021 May 12;19:72. doi: 10.1186/s12969-021-00556-8
**Supplement:** Supplementary file 4 — Additional file 4: Table 4. Curated list of genes related to chondrocyte proliferation, maturation, and hypertrophy. This list was generated using Ingenuity Pathway Analysis (IPA). Differentially expressed genes with an FDR of 1% were input into IPA and top networks pertaining to cell differentiation were examined. A list was curated for genes specific to chondrocytes. We analyzed these genes using Excel and provided the averages, standard deviations, and p-values for all genes analyzed in this table.

Averages

Gene	CFLS	CFLS-Ch	JFLS	JFLS-Ch
Sox9	-0.251862	-0.252865	-0.431476	-0.930183
Runx2	1.064643	0.453552	0.6723	0.388329
ColX	0.022076	-0.114391	0.122419	-0.019065
MMP9	-0.071244	0.028096	0.228783	-0.145498
MMP13	0.130446	0.264906	0.011038	0.199683
ADAMTS5	-0.299023	-0.075257	-0.40037	0.063216
ColIX	-0.053182	-0.186639	0.055189	0.183628
ColXI	0.708424	0.321099	0.043148	-0.238817
ColVI	-0.006021	-0.019065	0.001003	0.061209
MATN1	-0.014048	-0.073251	-0.045154	-0.042144
Ihh	-0.056192	0.020069	-0.018062	0.055189
VEGFA	-0.153525	-0.592026	-0.586005	-0.429469
SPP1	0.238817	0.052179	-0.207711	-0.043148
ALK1	-0.045154	-0.119409	-0.075257	0.115395
MMP3	0.196673	0.743544	-0.044151	0.115395
Ki67	-0.536837	-0.858939	-0.50272	-0.515765
PCNA	-0.191656	0.129443	0.219752	0.188645
MATN3	0.041141	0.031106	-0.075257	-0.007024
Pth1r	0.111381	0.087299	0.018062	0.030103
b-catenin	0.125429	0.123422	0.116398	-0.090309
Runx3	-0.075257	-0.028096	-0.03512	-0.03813
Foxa2	0.039134	0.065223	-0.031106	-0.162556
Mef2c	-0.328123	-0.294006	-0.006021	-0.558912
RANKL	0.071244	0.547875	0.145498	0.396356
Collagen II	0.13145	0.033113	0.141484	0.132453
Col1a1	0.310061	-0.125429	0.243834	-0.080275
Col1a2	0.040137	-0.133457	0.056192	-0.047161
Sox5	0.36525	0.717455	0.562926	0.443518
Sox6	0.482651	0.321099	0.443518	0.151518
MMP2	0.012041	0.159546	0.081278	-0.022076
MMP12	-0.045154	-0.021072	0.127436	-0.03211
Aggrecan	0.322102	-0.218748	0.011038	-0.279958
Nkx3-2	-0.004014	-0.122419	0.045154	0.10536
GATA4	-0.108371	-0.048165	-0.115395	-0.010034
GATA5	0.0291	0.006021	-0.006021	0.027093
GATA6	-0.081278	-0.030103	0.155532	0.037127
hif1a	0.075257	0.140481	0.049168	0.012041
hdac4	0.076261	0.182625	0.275944	0.103354
sik3	-0.503724	-0.270927	-0.322102	-0.257882
fgfr1	-0.275944	-0.398363	-0.172591	-0.297016
fgfr2	-0.015051	0.19868	-0.072247	-0.060206
fgfr3	0.116398	0.069237	0.083285	0.039134
fgf9	0.054185	-0.13446	0.114391	0.250858
fgf18	0.175601	0.196673	0.121415	0.128439
snail1	0.46459	-0.334143	-0.394349	-0.390336

STD

CFLS	CFLS-Ch	JFLS
0.378991	0.494569	0.70598
0.27834	0.41708	0.479388
0.089012	0.041712	0.296332
0.134972	0.323454	0.164082
0.169898	0.534436	0.125726
0.249952	0.649995	0.33375
0.166476	0.140906	0.441205
0.301246	0.739152	0.012166
0.069433	0.124494	0.022189
0.081464	0.101877	0.086359
0.13917	0.033159	0.101773
0.253205	0.173094	0.151126
0.314808	0.223581	0.173661
0.042466	0.043241	0.174675
0.452991	1.346826	0.161559
0.196047	0.509607	0.634188
0.12691	0.314414	0.10467
0.228155	0.384204	0.031428
0.12654	0.143013	0.070405
0.137598	0.140906	0.168263
0.334794	0.041092	0.015152
0.03948	0.043865	0.045288
0.107742	0.314779	0.665126
0.127195	0.865858	0.219594
0.319891	0.084771	0.02464
0.223432	0.189059	0.102704
0.088399	0.087056	0.042287
0.216204	0.890369	0.320608
0.389253	0.337803	0.215533
0.032561	0.113636	0.078268
0.075977	0.105489	0.115978
0.482991	0.569244	0.181052
0.021357	0.107461	0.07079
0.098699	0.085357	0.061864
0.072518	0.107405	0.07231
0.013122	0.280152	0.266787
0.036124	0.182746	0.145006
0.123471	0.055616	0.115233
0.117415	0.063216	0.154173
0.194865	0.222321	0.217999
0.062205	0.162751	0.150304
0.100849	0.134389	0.199143
0.081834	0.195793	0.223595
0.109879	0.49503	0.03489
0.258296	0.442514	0.649228

igf1	1.075681	0.568947	0.793716	0.054185	0.302491	0.169942	0.618778
igf1r	-0.058199	-0.089306	-0.001003	-0.109374	0.085374	0.200164	0.116056

	p-value			
JFLS-Ch		CFLS v JFLS	CFLS v CFLS-Ch	JFLS v JFLS-Ch
0.148332		0.358801806	0.498953996	0.148631537
0.170262		0.143737124	0.051195666	0.194188615
0.261087		0.302147689	0.036995654	0.284270102
0.215764		0.035378721	0.32459766	0.037520012
0.136839		0.191607216	0.349619412	0.076759204
0.247285		0.347701293	0.303753437	0.062685908
0.174597		0.355464648	0.174486835	0.331796731
0.26299		0.009373251	0.223968537	0.068593221
0.058087		0.437771831	0.440871092	0.084419054
0.099112		0.336743393	0.237879729	0.485131257
0.110946		0.360581881	0.204060269	0.22341652
0.29298		0.031979944	0.034243018	0.228512416
0.204818		0.048926834	0.224789925	0.174161286
0.05586		0.393097146	0.050551613	0.073064373
0.318613		0.217354011	0.270755384	0.241182918
0.314635		0.466672202	0.182330216	0.48803451
0.063455		0.006166805	0.088144014	0.341276685
0.027315		0.21539281	0.485418896	0.023475028
0.283736		0.163431612	0.418891163	0.473275297
0.091357		0.473042889	0.493381895	0.067419641
0.203331		0.422900413	0.410278436	0.490411806
0.108663		0.056429885	0.243269909	0.062618012
0.491097		0.227108238	0.43383064	0.155599435
0.372674		0.319477428	0.199464299	0.185989664
0.256918		0.479698467	0.316955159	0.477290488
0.223419		0.332575884	0.030756725	0.042253961
0.128753		0.395332601	0.036246658	0.128509708
0.277051		0.212975955	0.270983868	0.325513711
0.092898		0.443147365	0.30801025	0.048721995
0.030748		0.115039175	0.048374178	0.050171174
0.232249		0.048658277	0.382191464	0.173546361
0.348168		0.177603238	0.138927269	0.134178461
0.113317		0.156790552	0.067272455	0.239358937
0.019586		0.460922734	0.234484099	0.024102592
0.110524		0.292241659	0.386566676	0.343252916
0.085427		0.099720308	0.383886199	0.252345923
0.054269		0.388714424	0.288476578	0.349603736
0.111395		0.054979239	0.122654916	0.067793869
0.035661		0.089926797	0.019510263	0.260432211
0.097374		0.286739367	0.256443894	0.208880098
0.191172		0.287705831	0.050403916	0.467888275
0.02572		0.404951658	0.326141052	0.361341605
0.09559		0.342010947	0.099231309	0.193040218
0.304388		0.230642271	0.473037746	0.485114133
0.450504		0.050148593	0.027046389	0.496700983

0.485499	0.258711428	0.032344283	0.089365056
0.037879	0.264751325	0.408321311	0.099490604

How the deposited data were processed for this re-analysis (not part of the article)

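Transcript levels were measured with Clariom S arrays in 36 samples of FLS from 6 donors, 3 for CFLS and 3 for JFLS, in regular or Ch-conditioned media for 6, 12 and 24 h, which makes 12 groups of 3 arrays. The authors deposited log2 values that their processing notes assign to the RMA algorithm of Affymetrix Expression Console, without a version, while the paper names SST-RMA in Expression Console. The values were used as deposited. Of 24351 entries, 21448 transcript clusters were kept, and 2809, 31 and 63 control entries of 3 kinds were left out. Of the clusters, 17709 carry 1 gene symbol and 3739 none. For 77 clusters of X-inactivation and Y-linked genes no value is given. Array medians lay between 6.66 and 6.77, and the lowest correlation between 2 arrays of a group was 0.952. Arrays have no sequencing depth, so the number of donors sets the precision.

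Comparisons used limma 3.58.1 in R 4.3.3 with the Benjamini-Hochberg adjustment over all clusters. FLS in Ch-conditioned media were compared with FLS in regular media at each time and cell type on the 6 arrays concerned, at an FDR of 1%. For JFLS the methods set JFLS-Ch at 24 h against JFLS at 6 h and the results describe 6 h, so 6 h was used for both and the comparison of the methods was run as an alternative. The difference between the responses of JFLS and CFLS at 6 h was tested on 12 arrays, and JFLS were compared with CFLS in regular media over the 3 times. For changes over time, GAPDH was subtracted from each array on the log2 scale, the ratio of 24 h to 6 h was taken per donor, and groups of 3 ratios were compared with limma, with p adjusted over the 71 measured genes of the 74 on the curated lists and over all clusters. The other 3 were not analysed here. Exact permutation p-values are two-sided and exchange all values of both groups, and 3 against 3 give at least 0.1. Between media the groups hold the same donors, and these p-values leave that pairing out.

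A total of 32 gene lists fixed before the data were examined, the 2 curated lists among them, were tested with camera at a preset correlation of 0.01 in each of 11 fits, and called at an adjusted p under 0.05. The genes named are those the paper names, the 10 with the largest rise and fall past an FDR of 1% with the same direction in 3 of 3 donors, up to 4 members of each called list, the genes with the smallest adjusted p for the difference between the responses, and the 5 highest and lowest in regular media. Because few clusters passed an FDR of 1%, the largest changes were taken from the fit of all 36 arrays, a step chosen after seeing the data.

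Arrays of regular and Ch-conditioned media with the same replicate number come from the same donor, by the labels of the series, so the number pairs them. As a check, the deviations of same-numbered arrays from their group means correlated at 0.271 to 0.394 for CFLS and 0.267 to 0.413 for JFLS at 6 h, at 0.333 to 0.39 for JFLS at 12 h and 0.061 to 0.407 at 24 h, but at -0.272 to -0.084 for CFLS at 12 h and -0.223 to 0.224 at 24 h. Between JFLS and CFLS only the number is shared.

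The calculations were tested on simulated data with 68, 66 and 66 clusters changed by a log2 of 1, 2 and 4. At an FDR of 1%, the fit of 6 arrays recovered 0%, 30.3% and 97% of them, the fit of all 36 arrays 22.1%, 74.2% and 98.5%, the fit with the donor as a block 0%, 0% and 87.9%, and the difference between responses 0%, 21.2% and 92.4%. The simulated noise was independent between arrays, with no donor effect. The recovery with the block therefore does not carry over to the real arrays, where donors are paired. For the change over time at an FDR of 5%, 0%, 10.6% and 84.8% were recovered.

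The alternatives tried were the donor as a block, all 36 arrays sharing the spread (with and without the donor as a random block), leaving out the 40% dimmest clusters, quantile normalization, median centring, GAPDH normalization, limma with a trend and robust spread, an FDR of 5%, a minimum log2 of 1, an ordinary t-test (for changes over time the t-test of the methods), other reference genes, the ratio of 12 h to 6 h, an estimated correlation or fry for the lists, and leaving out each replicate in turn. To check the labels, each array at 12 and 24 h was correlated with the donors' profiles at 6 h over 50, 100 and 300 clusters. Other groupings of the same arrays were counted for each comparison, all 10 where 3 arrays stand against 3, and 100 drawn for the difference between responses.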

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

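Of the tests below, these were chosen after the result was seen: the effect on the spread of arrays that did not match their donor, exchanged arrays, the loss of the donor profile with time and its bound at 24 h, the need for a called cluster at 12 h in the test of a smaller response, the other groupings for the 2 fits of all 36 arrays, and the groupings with the donor as a block.

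ZFP36, PRDM11, CTSK, LRRCC1 and HSPA4L are singled out because their response to Ch-conditioned media after 6 h differed between JFLS and CFLS in a test of the difference itself (limma, FDR of 5%). ZFP36 had a difference between the responses of 3.46, PRDM11 2.41 (adjusted p = 0.0113), CTSK 4.17, LRRCC1 3.10 (adjusted p = 0.0340) and HSPA4L 3.37 (adjusted p = 0.0443). PRDM11, of the PRDM family of transcriptional regulators, was lower by 1.37 in CFLS-Ch and higher by 1.04 in JFLS-Ch. Its mean levels, from 4.80 in JFLS to 6.29 in CFLS, lie below the median of any array. LRRCC1, a centrosomal protein, had a log2 difference of -1.52 in CFLS-Ch and 1.59 in JFLS-Ch, and HSPA4L, a heat shock protein, -2.74 and 0.63. Of 100 groupings, 8 gave a count at an FDR of 1% as large as the real 1, with 3 as the highest of the others, so chance is not excluded for that count. These groupings were of the fit without the donor as a block. With that block 5 clusters passed an FDR of 1% and 300 an FDR of 5%, and exchanging whole donors between JFLS and CFLS gave 0 as the highest other at either FDR, in 10 groupings, too few for a share under 0.05. The 5 calls became 25 without JFLS replicate 3, 186 without JFLS-Ch replicate 3, and 1 to 3 without CFLS replicate 1, 2 or 3, CFLS-Ch replicate 2 or 3, JFLS replicate 1 or JFLS-Ch replicate 1 or 2.

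Comparisons that the paper does not report over all clusters also held a signal. In CFLS after 12 h in Ch-conditioned media, 1276 clusters passed an FDR of 5%, and STEAP4, a metalloreductase of the cell membrane, was lower by 3.29 (log2 difference -3.29, 11.46 ± 0.10 against 14.75 ± 0.11, n = 3 donors each, limma adjusted p = 0.00175). In CFLS after 24 h 396 passed, and between JFLS and CFLS in regular media 279 passed. With the donor as a block, 0 passed an FDR of 5% at 12 h (limma, 4349 at an unadjusted p under 0.05, and 206 by an ordinary test of each cluster on its own spread, without the block) and 0 at 24 h (4355, and 1 by that test). Leaving out 1 array changed these counts. The 1276 became 1, 355 and 326 without CFLS replicate 1, 2 and 3 and 154 and 1 without CFLS-Ch replicate 2 and 3. The 396 became 0, 0 and 1 without CFLS replicate 1, 2 and 3 and 764, 0 and 0 without CFLS-Ch replicate 1, 2 and 3. The 279 became 2, 0 and 86 without CFLS replicate 1, 2 and 3 and 714 and 140 without JFLS replicate 1 and 2. Grouping 3 arrays against 3 gives too few groupings for a share under 0.05. For CFLS-Ch at an FDR of 1%, the real count was 1 at 12 h, reached by 1 of 10 groupings, with 0 as the highest other, and it was 0 at 6 h and 24 h, reached by 10 of 10, with 0 as the highest other. For JFLS in regular media it was 0 (10 of 10, highest other 0), and for JFLS-Ch it was 0 at 6, 12 and 24 h (10 of 10, highest other 1). Of these groupings, 4 part the 3 donor pairs as the real one does, and among them the highest other was 0 in each of the 6 comparisons, also with the donor as a block, where the real count after 6 h in CFLS-Ch was 91. With all 36 arrays the real count was 247 for CFLS-Ch and 31 for JFLS-Ch after 6 h, each reached by 1 of 10 groupings, with 0 as the highest other. For the curated genes over time, the real count was 1 for JFLS against CFLS (4 of 10, highest other 5), 0 for CFLS-Ch (10 of 10, highest other 1) and 0 for JFLS-Ch (10 of 10, highest other 2).

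More clusters differed after 6 h in CFLS (247) than in JFLS (31) at an FDR of 1% when all 36 arrays shared the spread, though not at an unadjusted p under 0.05 (4018 and 4429). Arrays that did not match their donor entering that spread are argued against as the cause, since without them the counts were 137 and 1, and 724 and 357 at an FDR of 5%, where CFLS kept at least 1.67 times the JFLS count without any 1 further array at 12 or 24 h. The median SD of JFLS arrays at 6 h was 1.18 times that of CFLS, which decides neither way on a larger spread. In the fit of all 36 arrays, though, both comparisons take the same standard error for a cluster (0.376 for LMBR1L in each). A larger JFLS spread raises both alike there, which argues against it as the cause of 247 against 31. For fits of the 6 arrays alone it stays open. A smaller response of JFLS stays open too, with a median 6 h difference of 0.593 in JFLS against 1.16 in CFLS over the 500 clusters with the smallest p at 12 h in each, the value set beforehand for it. No cluster passed in JFLS at 12 h (smallest adjusted p 0.747), so a larger spread lowers that median as well, and the median cannot tell the 2 apart. Without JFLS-Ch replicate 3, 85 clusters passed an FDR of 5% in JFLS at 12 h, so the calls at 12 h depend on that array. Disease, tissue source and supply, which differ together, stay untested.

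Of the 24 arrays at 12 and 24 h, 7 correlated better with another donor at 6 h than with their own, over 50, 100 and 300 clusters alike. A loss of the donor profile with time in culture stays open, as the median correlation with the own donor was 0.583 over the 24 arrays, 0.611 at 12 h and 0.457 at 24 h, with 3 of the 7 taken at 12 h. That median is set by the arrays that match and says little on the 7, whose own median was -0.008. Mislabelled or exchanged arrays showed the value they need, with 4 arrays at a correlation over 0.5 with another donor, so exchanged arrays may be among those at 12 and 24 h. No biological explanation was tested.

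Interferon response genes were lower in CFLS-Ch than in CFLS after 6 h. A single culture with high levels is argued against as the whole cause, since without any 1 donor the median difference of the list was -3.88, -3.16 or -1.18. A lower interferon response in Ch-conditioned media showed the value it needs, with a lower median in 3 of 3 donors, the smallest -0.58. The donors differed in size, up to -5.93. High levels in all 3 CFLS cultures in regular media would give the same values, so these do not set a response to Ch-conditioned media apart. IFIT2 stood at 12.71 ± 4.04 in CFLS, 6.47 ± 0.42 in CFLS-Ch, 6.98 ± 0.65 in JFLS and 7.49 ± 1.07 in JFLS-Ch (log2 mean ± SD, n = 3 donors each). The pattern may be a response to Ch-conditioned media, a hypothesis found and tested on the same arrays.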

How the results depend on the processing

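The choices added after seeing the data were the 12 arrays at 6 h, leaving out the arrays unlike their own donor, and no GAPDH together with the t-test. The other alternatives were set before the data were examined, and the cause of a change was not tested unless the setting itself names it (fewer arrays, another threshold). The signal of dim clusters lies near the background, where differences are compressed, and leaving out the 40% dimmest changed no count at a comparison by over 1.5 times. Counts are at an FDR of 1%, or over the curated lists at an adjusted p under 0.05.

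The counts for JFLS after 12 h and 24 h were 0 under every alternative run (limma, 1333 and 1043 at an unadjusted p under 0.05, and 1087 and 879 by the t-test). This holds at an FDR of 1% only. Without JFLS-Ch replicate 3, 85 and 32 clusters passed an FDR of 5%, with 3812 and 3251 at an unadjusted p under 0.05. With all 36 arrays 3 passed it at each time. For CFLS-Ch after 6 h the count of 0 became 247 with all 36 arrays, 98 with a trend and robust spread, 734 at an FDR of 5% and 1 by the t-test (3869 at an unadjusted p under 0.05). Leaving out 1 replicate gave 0 to 1 (1 without CFLS-Ch replicate 1). It became 51 with the 12 arrays at 6 h and 137 with all arrays except those unlike their own donor. For CFLS-Ch after 12 h the count of 1 became 237 with all 36 arrays, 14 with median centring, 117 with a trend and robust spread, 1276 at an FDR of 5%, 0 by the t-test (4606 at an unadjusted p under 0.05), and 0 to 6 without 1 replicate (6 without CFLS-Ch replicate 1 and 0 without CFLS-Ch replicate 2 or 3 or CFLS replicate 1, 2 or 3). For CFLS-Ch after 24 h the count of 0 became 382 with all 36 arrays and 396 at an FDR of 5%, and was 0 to 0 without 1 replicate. For JFLS-Ch after 6 h the count of 0 became 31 with all 36 arrays, 8 with JFLS-Ch at 24 h against JFLS at 6 h, 1 with all arrays except those unlike their own donor, and 0 to 4 without 1 replicate (4 without JFLS-Ch replicate 3). For the difference between the responses the count of 1 became 19 with all 36 arrays, 0 with quantile normalization, 0 with GAPDH normalization, 5 at an FDR of 5%, 0 with all arrays except those unlike their own donor, and 0 to 1 without 1 replicate (1 only without JFLS or JFLS-Ch replicate 3). For JFLS against CFLS in regular media the count of 0 became 14 at 6 h alone, 2 with GAPDH normalization, 4 with a trend and robust spread, 279 at an FDR of 5%, 5 without the arrays unlike their own donor, and 0 to 59 without 1 replicate (59 without JFLS replicate 1, 9 without JFLS replicate 2, 1 without CFLS replicate 3).

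For the curated genes over time, the count of 1 for JFLS against CFLS became 0 without GAPDH, 3 with ACTB, 0 by the one-sided and 0 by the two-sided t-test of the methods, 0 with a trend and robust spread, 0 for 12 h to 6 h, 3 without the arrays unlike their own donor, 0 without GAPDH and with the one-sided t-test, and 0 to 4 without 1 replicate (4 without JFLS replicate 1, 2 without JFLS replicate 2, 0 without CFLS replicate 1 or 2). For CFLS-Ch the count of 0 became 19 with ACTB, 2 with the mean of the reference genes, 7 without the arrays unlike their own donor, and 0 to 4 without 1 replicate (4 without CFLS-Ch replicate 3). For JFLS-Ch it was 0 to 0 without 1 replicate. Of the gene list calls, 78 over 11 fits, 0 were left with an estimated correlation and 20 with fry, and leaving out dim clusters gave 57.

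With the donor as a replicate block, which pairs the arrays, the count for CFLS-Ch was 91 after 6 h, 0 after 12 h and 0 after 24 h, that for JFLS-Ch 0 after 6, 12 and 24 h, and that for the difference between the responses 5. With the donor as a random replicate block over all 36 arrays the counts for CFLS-Ch were 465, 456 and 682 after 6, 12 and 24 h, that for JFLS-Ch after 6 h 111 and that for the difference between the responses 33. Over time the replicate block gave 0 for CFLS-Ch and 1 for JFLS-Ch. Between JFLS and CFLS, which share only a number, it gave 2 over time and 0 in regular media. The block gave 98 gene list calls, among them 6 in place of 0 for JFLS-Ch after 6 h, 8 in place of 5 for JFLS-Ch after 24 h and 8 in place of 5 for JFLS-Ch over time. At an FDR of 5% it gave 1496 for CFLS-Ch after 6 h, 0 after 12 and 24 h (4349 and 4355 at an unadjusted p under 0.05) and 300 for the difference between the responses. It changed no other count of a comparison by over 1.5 times.

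Values that turned direction were those of PROKR2 in JFLS-Ch after 6 h (-0.21 to 0.21 without 1 replicate, the lowest without JFLS-Ch replicate 2, and -0.32 with JFLS-Ch at 24 h against JFLS at 6 h), of SMAD2 in JFLS against CFLS (-0.057 with ACTB and -0.06 for 12 h to 6 h), BMP2 (1.12 for 12 h to 6 h) and MMP12 (-0.12 for 12 h to 6 h), of SMAD5 in CFLS-Ch (0.047 for 12 h to 6 h), SMAD2 (0.087 for 12 h to 6 h, -0.19 to 0.09 without 1 replicate, the highest without CFLS-Ch replicate 1, and 0.26 without the arrays unlike their own donor), COL1A2 (0.045 without the arrays unlike their own donor), MMP2 (-0.47 with ACTB), FGFR2 (-0.25 with ACTB) and SIK3 (-0.19 with ACTB, -0.34 for 12 h to 6 h), and of MMP2 in JFLS-Ch (0.05 for 12 h to 6 h, -0.29 to 0.037 without 1 replicate, the highest without JFLS replicate 1), MATN3 (-0.15 for 12 h to 6 h) and ADAMTS5 (-0.66 for 12 h to 6 h). Of the values of single genes and lists under alternatives set before, 4775 kept direction and side of the threshold, 298 newly passed it and 198 no longer passed it. Under alternatives added later these counts were 266, 39 and 2. The comparison after 12 h in CFLS without the arrays unlike their own donor was not run, as too few arrays remain, and the mean of the reference genes used 10 of 13 genes.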

Differences from the paper's values

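At an FDR of 1% the paper gives 247 transcripts for CFLS-Ch against CFLS after 6 h in its text and 246 in the caption of Additional file 1, where the fit of the 6 arrays gave 0 (limma, 4539 at an unadjusted p under 0.05, and 1 past the FDR by the t-test). Of the alternatives set before the data were examined, the fit of all 36 arrays gave 247, while the donor as a block gave 91, the donor as a random block over all 36 arrays 465, a trend and robust spread 98, an FDR of 5% 734, and leaving out 1 replicate 0 to 1. The methods give a further total. Leaving out dim clusters, quantile normalization, median centring, GAPDH normalization and a minimum log2 of 1 gave 0 in each case.

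For JFLS-Ch against JFLS after 6 h the paper gives 31 transcripts, where the fit of the 6 arrays gave 0 (limma, 3273 at an unadjusted p under 0.05, and 0 past the FDR by the t-test). The fit of all 36 arrays gave 31. The donor as a random block over all 36 arrays gave 111, JFLS-Ch at 24 h against JFLS at 6 h, the comparison that the paper's methods state where its results describe 6 h, gave 8, leaving out 1 replicate gave 0 to 4, and the other alternatives set before gave 0. The 247 and 31 entries of Table S1 all passed an FDR of 1% in the fit of all 36 arrays, with the sign of the table being regular minus Ch-conditioned media. The differences lay within 0.02 of the table's for 143 of the 247 and 18 of the 31, and farther for 104 and 13. Those over 0.5 apart were IFIT2 (the paper's 8.94, here 6.23), CXCL10 (the paper's 7.72, here 5.54) and ZC3HAV1 (the paper's 3.88, here 3.08). Both values describe the same comparison after 6 h, so the SD between donors does not account for these gaps. Their cause was not tested.

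On the log10 scale of Tables S3 and S4, 18 of 284 group means of the ratio of 24 h to 6 h had another sign than the paper's, 0 of them farther apart than the larger SD (2 of 284 had another sign without GAPDH). For the genes its text names over time there were 5 such means, and a value below meets the paper's where it has the same sign and lies within the larger SD. That SD is the spread between donors, so it does not account for a gap between values from the same arrays. For GDF5 in CFLS-Ch the paper gives 0.005 and the value here was -0.0110. Without GAPDH (0.00502), with ACTB (0.257), with the mean of the reference genes (0.00722) and without CFLS-Ch replicate 2 (0.0120) or 3 (0.0843) the value met the paper's, but not for 12 h to 6 h (-0.0431) or without CFLS-Ch replicate 1 (-0.129). For SMAD2 in CFLS-Ch the paper gives 0.014 and the value here was -0.00201. Without GAPDH (0.0140), with the mean of the reference genes (0.0163), for 12 h to 6 h (0.0662) and without CFLS-Ch replicate 1 (0.0391) the value met the paper's, but not with ACTB (0.266), which lies farther off, or without CFLS-Ch replicate 2 (-0.0436) or 3 (-0.00151), which differ in sign. For MMP2 in CFLS the paper gives 0.012041 and the value here was -0.00702. Without GAPDH (0.0120) it met the paper's value, but not with ACTB (0.554) or the mean of the reference genes (0.107), which lie farther off, nor for 12 h to 6 h (-0.0151) or without CFLS replicate 1 (-0.0135), 2 (-0.00753) or 3 (0), which lie within the SD without sharing its sign. For MATN3 in JFLS-Ch the paper gives -0.007024 and the value here was 0.0110. Without GAPDH (-0.00702) and without JFLS-Ch replicate 1 (-0.00301) it met the paper's value, but not with ACTB (0.500), the mean of the reference genes (0.115), 12 h to 6 h (-0.0411) or without JFLS-Ch replicate 2 (0) or 3 (0.0361). For SMAD5 in JFLS-Ch the paper gives -0.001 and the value here was 0.0171. Without GAPDH (-0.00100) and without JFLS-Ch replicate 1 (-0.00151) or 2 (-0.00452) it met the paper's value, but not with ACTB (0.506), the mean of the reference genes (0.121), 12 h to 6 h (0.0261) or without JFLS-Ch replicate 3 (0.0572).

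Over both tables, 276 of 284 group means lay within 0.005 of the log10 ratios without GAPDH and 0 did with GAPDH, the 8 exceptions being ACVRL1 and NKX3-2, and 207 of 213 p-values lay within 0.005 of the one-sided t-test without GAPDH, a combination chosen after seeing the values. Among the 71 genes analysed here, the paper's tables have 8, 14 and 5 at p under 0.05 for JFLS, CFLS-Ch and JFLS-Ch, and limma with GAPDH gave 7, 12 and 4, of which 6, 10 and 1 are shared. The paper's p-values match one-sided ones whose side follows the data, while limma's are two-sided, so these counts are not alike. Two-sided, the t-test without GAPDH gave 3, 5 and 4.

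The paper's text places IGF1 among the genes with higher expression in CFLS-Ch over time, while its table and the value here, a log2 difference of -1.67, are lower. Table S2 as read here lists PLIN3 under CFLS-Ch, where the log2 difference after 6 h was 0.18 at adjusted p = 0.699, and PROKR2 under JFLS, where it was 0.06 at adjusted p = 0.936. Other symbols of that table are misread in the copy used, and Table S1 holds PLIN2 and PROK2 and neither of the former (the log2 differences here were 3.56 for PLIN2 in CFLS-Ch and -1.40 for PROK2 in JFLS-Ch, with adjusted p = 0.00792 for PROK2 with all 36 arrays), so which genes Table S2 means was not settled. Of the genes at p under 0.05 in its tables over time that were analysed here, COL11A1 in JFLS against CFLS passed limma at an adjusted p under 0.05 over the curated lists and the others did not. Of those others, alternatives set before called BMP2 in JFLS (ACTB, and without JFLS replicate 2) and in CFLS-Ch BMPR1B, BMPR2, GDF5, SMAD7, VEGFA, COL1A1, COL1A2, IGF1 and SNAI1 (ACTB), BMPR1B and BMPR2 (mean of the reference genes), and BMPR1B and SNAI1 (without CFLS-Ch replicate 3). Leaving out the arrays unlike their own donor, chosen after seeing the values, called IGF1 and SNAI1 in CFLS-Ch.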

Other observations

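The differences below were not tied to a hypothesis, and none of their tests was chosen after the result was seen. After 12 h in Ch-conditioned media, interferon response genes were lower in CFLS-Ch, 28 of 28, with a median log2 difference of -3.36 (camera, adjusted p = 5.10e-09, and adjusted p = 0.466 with an estimated correlation). MX1, an interferon-induced GTPase, stood at 6.95 ± 0.58 in CFLS-Ch against 14.59 ± 3.27 in CFLS (n = 3 donors each, limma adjusted p = 0.0279, and 0.0815 with the donor as a block). Genes of hypoxia and glycolysis were higher in 24 of 32 (median 0.56, adjusted p = 5.21e-05, and adjusted p = 0.441 with an estimated correlation), with BNIP3 at 2.36 and the glycolytic enzyme PGK1 at 1.84. After 24 h neither list was called, with medians of -0.88 for interferon (adjusted p = 0.127, and 0.0236 with the donor as a block) and -0.22 for hypoxia and glycolysis, where 11 were higher and 21 lower (adjusted p = 0.654). Collagen and fibroblast matrix genes after 12 h were lower in 13 of 17 (median -0.47, adjusted p = 0.0241, 0.0770 without dim clusters, and adjusted p = 0.466 with an estimated correlation), with 1 lower at an FDR of 5% (3 over the list alone) and THBS2, a matrix glycoprotein, at -2.14. After 24 h the metallothioneins, near-identical genes whose probes are uncertain, were higher in 8 of 8 (median 2.10, adjusted p = 5.21e-09, and adjusted p = 0.311 with an estimated correlation). The curated TGFβ/BMP genes were lower in CFLS-Ch at 24 h in 21 of 25 (median -0.46, adjusted p = 0.00156, and adjusted p = 0.311 with an estimated correlation), with BMPR2 at 11.27 ± 0.11 against 12.89 ± 0.38, TGFBR3 at -1.74 and SMAD7 at -1.41. IGF1 stood at 10.00 ± 0.49 against 14.15 ± 1.36. These genes had an adjusted p of 0.0993 or more with the donor as a block. In JFLS-Ch at 24 h proliferation genes were lower in 26 of 30 (median -0.51, adjusted p = 1.64e-07, and adjusted p = 0.695 with an estimated correlation), with TOP2A, a topoisomerase, at -2.38 and 0 past an FDR of 5% (limma, 9 lower at an unadjusted p under 0.05).

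In regular media, JFLS and CFLS differed in target genes of TGFβ, which were higher in JFLS in 15 of 21 (median 0.70, camera, adjusted p = 7.51e-05, and adjusted p = 0.764 with an estimated correlation), with TPM1, a tropomyosin, at 13.32 ± 0.52 against 9.68 ± 0.50 (n = 3 donors each). Their ratios of 24 h to 6 h went the other way, lower in JFLS. Target genes of BMP were lower in 13 of 17 (median -0.39, adjusted p = 0.00432, and adjusted p = 0.764 with an estimated correlation), with SMAD9, a Smad of the BMP branch, at -1.27. Interferon response genes were lower in 28 of 28 (median -2.62, adjusted p = 6.11e-15, and adjusted p = 0.764 with an estimated correlation). CD34, the marker of sublining cells, stood at 6.21 ± 0.43 in JFLS against 10.26 ± 0.36 in CFLS (limma adjusted p = 0.0157), and CMKLR1, the chemerin receptor, at 14.33 ± 0.42 against 9.37 ± 1.17 (adjusted p = 0.0213). JFLS came from synovial fluid of the authors' patients and CFLS were purchased cells from synovium, so tissue source, supply and disease differ together. Over time, genes of hypoxia and glycolysis had lower ratios of 24 h to 6 h in JFLS than in CFLS in 27 of 32 (median -0.82, adjusted p = 9.89e-10, and adjusted p = 0.377 with an estimated correlation). In CFLS-Ch against CFLS they were lower in 28 of 32 (median -0.74, adjusted p = 1.66e-12, and adjusted p = 0.302 with an estimated correlation). The difference between the responses at 6 h was higher in JFLS for matrix proteases and their inhibitors, 14 of 17 (median 1.07, adjusted p = 4.42e-04, 0.0989 without dim clusters, and adjusted p = 0.188 with an estimated correlation), with 4 at an unadjusted p under 0.05, 0 past an FDR of 5% in limma and 2 over the list alone.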
